# MMP3-Mediated tumor progression is controlled transcriptionally by a novel IRF8-MMP3 interaction

**DOI:** 10.18632/oncotarget.3897

**Published:** 2015-05-08

**Authors:** Debarati Banik, Colleen S. Netherby, Paul N. Bogner, Scott I. Abrams

**Keywords:** host-tumor interaction, interferon regulatory factor-8, matrix metalloproteinase-3, metastasis, tumor progression

## Abstract

Interferon regulatory factor-8 (IRF8), originally identified as a leukemic tumor suppressor, can also exert anti-neoplastic activities in solid tumors. We previously showed that IRF8-loss enhanced tumor growth, which was accompanied by reduced tumor-cell susceptibility to apoptosis. However, the impact of IRF8 expression on tumor growth could not be explained solely by its effects on regulating apoptotic response. Exploratory gene expression profiling further revealed an inverse relationship between IRF8 and MMP3 expression, implying additional intrinsic mechanisms by which IRF8 modulated neoplastic behavior. Although MMP3 expression was originally linked to tumor initiation, the role of MMP3 beyond this stage has remained unclear. Therefore, we hypothesized that MMP3 governed later stages of disease, including progression to metastasis, and did so through a novel IRF8-MMP3 axis. Altogether, we showed an inverse mechanistic relationship between IRF8 and MMP3 expression in tumor progression. Importantly, the growth advantage due to IRF8-loss was significantly compromised after silencing MMP3 expression. Moreover, MMP3-loss reduced spontaneous lung metastasis in an orthotopic mouse model of mammary carcinoma. MMP3 acted, in part, in a cell-intrinsic manner and served as a direct transcriptional target of IRF8. Thus, we identified a novel role of an IRF8-MMP3 axis in tumor progression, which unveils new therapeutic opportunities.

## INTRODUCTION

Increased resistance of neoplastic subpopulations to cell death is well-regarded as a major hallmark of tumor progression [1]. Therefore, understanding the molecular bases for tumor-cell resistance to cell death is critically important not only to improve our knowledge of cancer biology, but also to develop more effective cancer therapies. Prior work in our laboratory identified a previously undescribed role for the transcription factor, interferon regulatory factor-8 (IRF8) in the mechanism of death receptor-mediated killing of solid malignancies. We [2–4] and others [5, 6] showed that IRF8 augments Fas-mediated cell death, and does so by inhibiting the expression of several key anti-apoptotic proteins of the Fas pathway, Bcl-xL, PTPN13 or FLIP.

IRF8 was originally discovered as a transcription factor essential for regulating normal myelopoiesis [7–9]. Intriguingly, loss of IRF8 within the myeloid compartment results in a myeloproliferative disorder due, in part, to a decrease in apoptotic sensitivity. Over time, this myeloproliferative phenotype transitions to a chronic myeloid leukemia (CML)-like syndrome in a significant fraction of IRF8-null mice [7]. In humans, substantially reduced IRF8 mRNA levels have been reported in patients with CML or acute myeloid leukemia (AML) [10–12]. Thus, IRF8 was initially implicated as a ‘tumor suppressor gene’ in certain hematopoietic cancers [7–13]. Furthermore, we [14] and others have now found that IRF8 can be expressed, but typically is epigenetically silenced in non-hematopoietic malignancies [15, 16] or repressed by immune-associated soluble factors during tumor-induced alterations in myelopoiesis [17]. Re-expression of IRF8 by epigenetic or molecular approaches significantly restores apoptotic responsiveness and reduces aggressive behavior *in vitro* or *in vivo* including primary and metastatic tumor growth [2, 15, 18–20]. While IRF8 is recognized as a tumor suppressor gene in certain hematopoietic malignancies [7–13], in solid tumor models, these additional studies [2, 3, 15, 18–20] underscore previously unrecognized anti-neoplastic activities for IRF8 perhaps distinct from its tumor suppressor roles.

Loss-of-function experiments confirmed a causal role for IRF8 expression in regulating tumor growth *in vivo* [3]. In those studies, we made use of the mouse CMS4 tumor model [21], which enabled us to experimentally manipulate endogenous IRF8 levels by RNA interference. We found that IRF8-loss significantly enhanced tumor growth rate compared to the vector control cells [3]. Interestingly, increases in tumor growth *in vivo* could not be explained solely by differences in apoptotic phenotype [3], suggesting that additional aspects of tumor biology were influenced by IRF8 expression. Consequently, to gain broader insights into the molecular basis for this IRF8-dependent tumor growth advantage, we performed preliminary microarray studies using the IRF8-expressing/IRF8-deficient CMS4 mouse isogenic tumor pair. In doing so, we identified an unrecognized inverse relationship between IRF8 and MMP3 expression, but not with other members of the matrix metalloproteinase (MMP) family.

Generally, MMPs mediate a spectrum of enzymatic activities that profoundly alter tissue architecture under both physiologic and pathologic conditions, including neoplasia [22–24]. While MMPs, namely MMP2 [25] and MMP9 [26] have been well-studied in cancer biology, less is known about the role of MMP3. MMP3 belongs to the Stromelysin family of MMPs and has exhibited broad substrate specificity, making it a critical player in extracellular matrix remodeling. Its role in cancer biology, however, was first recognized when enforced MMP3 expression in murine mammary gland epithelium led to early tumorigenesis [27]. Ectopic expression of MMP3 [28, 29] or the addition of recombinant MMP3 protein [26] was shown to activate Rac1b-dependent pathways, culminating into genomic instability and subsequent acquisition of an epithelial-to-mesenchymal transition [28, 29] or increased invasion and activation of heightened malignant transcriptional profiles [26]. An indirect mechanism for MMP3-mediated tumorigenesis is thought to involve cleavage of E-cadherin and subsequent activation of the β-catenin pathway [28].

Moreover, recent work by Bissell, Werb and colleagues demonstrated a functional role for MMP3 during hypermorphic epithelial outgrowth via effects on mammary stem cells, which reinforces the relevance of MMP3 during tumor initiation/promotion [30, 31]. In humans, polymorphisms within the MMP3 promoter region have carried prognostic merit. For example, the 5A vs. 6A single nucleotide polymorphism at position −1171 upstream from the transcription start site has been associated with over-activation of MMP3 promoter activity and higher incidences of cancer [32]. How MMP3 is transcriptionally regulated, particularly in cancer models, has also remained less understood. While it is known that growth factor/cytokine-mediated induction of MMP3 expression involves signaling through AP-1 [33] and ETS [34] or interaction of both families of transcription factors [35], limited data are available regarding transcriptional mechanisms that oversee MMP3 downregulation. Based on earlier findings that IRF8-loss augmented tumor growth [3, 18] and that this malignant phenotype was inversely associated with an unexpected increase in MMP3 expression (by microarrary analysis), we hypothesized that MMP3 is downregulated by a novel IRF8-dependent mechanism. We further hypothesized that MMP3 influences the neoplastic process not only at the stage of early tumorigenesis as originally reported [27], but also at later stages of tumor progression to metastatic disease. Altogether, in several mouse tumor models, we describe a novel transcriptional mechanism of MMP3 regulation by IRF8, and showed that MMP3 expression plays an underappreciated and key role in later stages of tumor progression, including metastasis.

## RESULTS

### IRF8 is a negative regulator of MMP3 expression and function

To extend our preliminary observations from the gene expression data, we examined MMP3 expression at multiple molecular and biochemical levels, first in the same CMS4 tumor model. Here, we made use of a previously established cell line system whereby basal IRF8 expression levels were altered by RNA interference [3]. Consistent with what we observed at the mRNA level [3], we showed that IRF8-deficient CMS4 cells (CMS4-IRF8^lo^) expressed substantially reduced levels of IRF8 protein compared to the scrambled control population (CMS4-SC) (Fig. 1A). Next, the inverse relationship between IRF8 and MMP3 expression was confirmed at both RNA (RT-PCR and real-time RT-PCR, Fig. 1B; left upper and lower panels) and protein (Western blot and ELISA, Fig. 1B; right upper and lower panels) levels. Moreover, using a previously designed MMP3 luciferase-reporter vector [36, 37], we showed that transient transfection of CMS4-IRF8^lo^ cells led to enhanced MMP3 promoter activity compared to CMS4-SC cells (Fig. 1C), indicating that IRF8 acted as a negative regulator of MMP3 expression.

**Figure 1:**
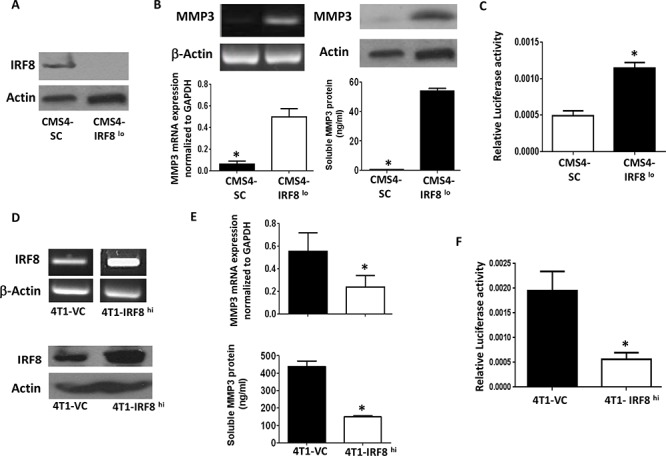
Inverse causal relationship between IRF8 and MMP3 expression **A.** Knockdown of IRF8 expression in the parental CMS4 cell model; scrambled control (SC) vs. CMS4-IRF8^lo^ cells, as shown by Western blot. **B.** MMP3 mRNA levels (RT-PCR, upper left; qPCR) or MMP3 protein levels (Western blot, upper right; ELISA, lower right) measured in the same populations as in *A*. **C.** Relative MMP3 promoter activity in vector control vs. CMS4-IRF8^lo^ cells, as measured by dual luciferase assay. **D.** IRF8 expression in 4T1 cells after transfection with an expression plasmid encoding the murine IRF8 gene or an empty vector control (VC). RT-PCR (upper panel) or Western blot (lower panel). **E.** Effect of enforced IRF8 expression on MMP3 levels as measured by qPCR (upper panel) or ELISA (lower panel). **F.** Relative MMP3 promoter activity in VC vs. 4T1-IRF8^hi^ cells, as in *C*.

The nature of this inverse IRF8-MMP3 relationship was then investigated in a second tumor model. Here, we made use of an IRF8 gain-of-function approach using 4T1 cells (Fig. 1D), since the parental 4T1 cell line (data not shown) or the empty vector control (Fig. 1E) expressed high basal levels of MMP3. Overexpression of IRF8 in 4T1 cells (4T1-IRF8^hi^; Fig. 1D; RT-PCR and Western Blot) resulted in diminished MMP3 expression at both RNA (real-time RT-PCR) and protein (ELISA) levels (Fig. 1E) compared to the 4T1 vector control cells (4T1-VC). We also observed a concomitant decrease in MMP3 promoter activity in 4T1-IRF8^hi^ cells (Fig. 1F). Together with our CMS4 experiments, these data supported the hypothesis that IRF8 negatively regulated MMP3 transcription either directly or indirectly.

To explore the possibility for a direct binding interaction between IRF8 and elements of the MMP3 promoter, we first visually inspected the murine MMP3 promoter *in silico* for IRF8 binding sites. In doing so, we identified a putative IRF8 binding site reflecting both ISRE (interferon-stimulated response element) and EICE (Ets/IRF composite element) motif characteristics [38] starting at position −1137 upstream from the transcriptional start site (GGAATGGAAA; Suppl. Fig. 1). ChIP assays were then performed using the IRF8-expressing or IRF8-deficient CMS4 cells. The protein-DNA complex was incubated with a ChIP-certified anti-IRF8 antibody, followed by PCR amplification of the MMP3 promoter region using primers surrounding a putative ISRE site located −1137 bp upstream from the transcription start site (Suppl. Fig. 1). Using the CMS4-SC cells, we found a direct binding interaction between IRF8 and the MMP3 promoter, based on the appearance of a PCR product reflecting the expected fragment size and subsequent quantification of these data which revealed a significant increase in the ChIP signal relative to the input DNA (Fig. 2A and 2B). Specificity for this IRF8-MMP3 axis was shown in two ways. First, no PCR product was detectable using the isotype control antibody or an antibody reactive against an unrelated transcription factor (i.e., pSTAT3) and, secondly, little to no PCR product was detectable in CMS4-IRF8^lo^ cells (Fig. 2A). ChIP experiments were then performed using the 4T1 system and, as with the CMS4 system, a direct binding interaction was shown using 4T1-IRF8^hi^ cells (Fig. 2A and 2B). An additional control included a ChIP-PCR reaction for an unrelated genomic region (i.e., GAPDH), which supported the integrity of the input DNA in these preparations.

**Figure 2:**
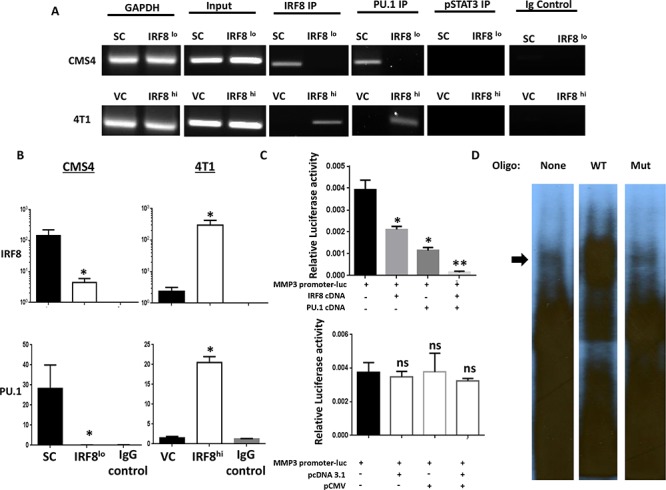
IRF8 regulates MMP3 promoter activity in conjunction with PU.1 **A.** Chromatin immunoprecipitation (ChIP) followed by RT-PCR on the indicated cell lines to determine binding of IRF8 and PU.1 to the putative consensus motif of the mouse MMP3 promoter (−1137 base pairs upstream of the TSS). Data represent one of two independent experiments. **B.** ChIP followed by quantitative PCR on the indicated cell line to determine enrichment of IRF8 or PU.1 at the putative consensus motif. **C.** Transfection assays using the CMS4 cell line to measure MMP3 promoter activity in the presence of cDNA encoding full-length IRF8, PU.1 cDNA or both (upper panel) vs. the corresponding empty vector control plasmids (lower panel). **D.** EMSA using CMS4-SC lysates after incubation with or without the indicated ^32^P-labeled oligonucleotide probe. Data are representative of two separate experiments.

Because the transcriptional activity of IRF8 is typically enhanced when IRF8 partners with other transcription factors, namely PU.1 [38, 39], we then sought to determine whether this could be the case for MMP3 expression. Therefore, to test this hypothesis, we made use of both ChIP and reporter assays (Fig. 2 and Suppl. Fig. 2). First, we found that immunoprecipitation with anti-PU.1 antibody captured a DNA sequence consistent with what we observed for IRF8. This was observed both by image analysis and quantification of the ChIP signal (Fig. 2A and 2B). As with the IRF8 analysis, specificity was revealed using either an isotype control antibody or an antibody directed against an unrelated transcription factor (i.e., pSTAT3) that failed to capture the expected PCR product. Moreover, we sequenced the DNA fragment captured by immunoprecipitation with either the anti-IRF8 or anti-PU.1 antibody and confirmed that this particular DNA sequence in both cases contained the putative IRF8 binding motif (sequence underlined and marked in red in Suppl. Fig. 1).

Secondly, we modified the reporter assay in Fig. 1F to measure the impact of excess exogenous IRF8 and/or PU.l cDNA to abrogate MMP3 promoter activity (Fig. 2C). To do so, CMS4-SC cells were transiently transfected with the MMP3 promoter-luciferase construct alone or in combination with full-length expression plasmids for IRF8, PU.l or both. Our data indicated that the inclusion of expression plasmids for each transcription factor alone and even more so in combination significantly decreased MMP3 promoter activity (Fig. 2C, upper panel). In contrast, transfection of CMS4-SC cells with the respective empty vector control plasmids did not attenuate luciferase response, demonstrating specificity for IRF8- and/or PU.l-mediated inhibition of MMP3 promoter activity. Altogether, these data (Fig. 2 and Suppl. Fig. 2) are consistent with an IRF8-PU.1 partnership, which negatively regulates MMP3 promoter activity.

Lastly, we performed EMSA experiments using CMS4-SC cells as an *in vitro* model to investigate the IRF8-MMP3 interaction, making use a DNA construct reflecting the predicted IRF8 binding motif within the MMP3 promoter (Fig. 2D). To that end, we synthesized two types of oligonucleotides, one reflecting the wild-type (WT) sequence and one reflecting a mutant version containing insertional bases at both 5′ and 3′ ends of the motif thereby disrupting the potential DNA-protein interaction. Compared to control lysates incubated without any probe, cell lysates incubated with the WT probe showed effective retardation (Fig. 2D; upper region of the gel marked by arrow), indicative of a productive interaction. In contrast, cell lysates incubated with the mutant probe failed to show retardation and, in fact, the migration pattern mimicked that seen in the absence of any probe, unveiling specificity of the interaction.

Intriguingly, although 4T1 cells expressed basal levels of IRF8 (Fig. 1D), we did not observe a detectable binding interaction of IRF8 to the MMP3 promoter (Fig. 2A, lower panel). This observation suggested that endogenous IRF8 expression in 4T1 cells, while detectable by this antibody, may not be functional for yet unclear reasons, such as inappropriate accumulation within the cytoplasm rather than the nucleus. In an effort to explore this possibility, we made use of Image Stream technology, which enabled us to measure/confirm not only total IRF8 protein levels, but its cellular localization (Suppl. Fig. 3). Both human monocytic (THP-1 cells) and mouse macrophage (RAW264.7, henceforth ‘RAW’) cell line models were included as positive controls for IRF8 expression [17, 40]. To validate specificity of the assay, we included an IRF8-peptide competition step to block antibody binding [17].

First, we confirmed that the four cell lines tested expressed IRF8 but that the expression levels varied. This was based on two calculations, one being the difference in MFI values of the paired samples (i.e., absence vs. presence of the blocking peptide), and the other being the ‘D-value’, a nonparametric test to measure the difference between the two sample distributions ranging from 0 (i.e., no difference) to 1 (i.e., maximum difference). Based on these analyses, THP-1 cells had the highest expression level, while RAW, CMS4, and 4T1 cells seemed to express similar amounts of total IRF8 protein. Next, with respect to the compartmentalization of IRF8, THP-1 cells were found to express very strong nuclear staining that was abrogated by peptide competition. This was determined by the similarity score, which quantified changes in the overlap of IRF8 with DAPI (a nuclear dye). The similarity score is illustrated by the ‘Rd-value’, based on the Fisher's Discriminant Ratio, which considers the difference between the two distributions (i.e., absence vs. presence of the blocking peptide). As with THP-1 cells, strong nuclear IRF8 staining was observed with RAW cells. In contrast to THP-1 and RAW cells, CMS4 and 4T1 cells expressed lower levels of nuclear IRF8, which was evident by a reduced effect of the peptide to alter the Rd-value. The relatively high Rd-value of RAW cells compared to 4T1 and CMS4 cells combined with no difference in D-value among these 3 mouse cell lines is indicative for a relatively higher nuclear localization of IRF8 in RAW cells.

Altogether, these data demonstrated that while both CMS4 and 4T1 cells expressed comparably low levels of nuclear IRF8, it appeared unlikely that the IRF8-MMP3 interaction found in CMS4 cells but not 4T1 cells was due to cell-specific differences in the compartmentalization of endogenous IRF8. Therefore, the reasons for why CMS4 cells, but not 4T1 cells exhibit an IRF8-MMP3 interaction are likely due to other complex possibilities, such as cell-specific differences in the binding stability of nuclear IRF8 to the MMP3 promoter region which could impact the half-life of the protein-DNA interaction [41], defects in the IRF-association domain (IAD) of IRF8 which may alter the efficiency of transcription factor partnerships[42], or yet other unknown mechanisms.

### *In vivo* consequences of altering the IRF8-MMP3 axis

Next, we examined whether manipulation of this IRF8-MMP3 interaction altered tumor growth *in vivo*. The approach taken was to silence MMP3 expression in the CMS4-IRF8^lo^ cells. The prediction was that if the enhanced rate of tumor growth observed with CMS4-IRF8^lo^ cells was due at least in part to higher MMP3 levels, then attenuating MMP3 expression altogether should reduce this IRF8-dependent growth advantage. Initial experiments analyzed knockdown efficiency of three separate shRNA-MMP3 constructs in the parental CMS4 cell line and identified two clones (clones #1 and #2) capable of significant gene-mediated silencing compared to the SC population (Suppl. Fig. 4). Based on knockdown efficiency, subsequent experiments were carried out with clone #1. Indeed, we found that decreased MMP3 expression in CMS4-IRF8^lo^ cells (Fig. 3A; at RNA and protein levels) led to a significant reduction not only in local tumor growth, but also experimental lung metastasis (Fig. 3B & 3C; Suppl. Fig. 5 for tumor growth assay designs). The observation that CMS4-IRF8^lo^ SC cells still grew faster than CMS4-IRF8^lo^MMP3^lo^ cells in SCID mice (Fig. 3B), which lack T and B cells, suggested that such differential tumor growth patterns can still occur without potential negative contributions of adaptive immune responses.

**Figure 3:**
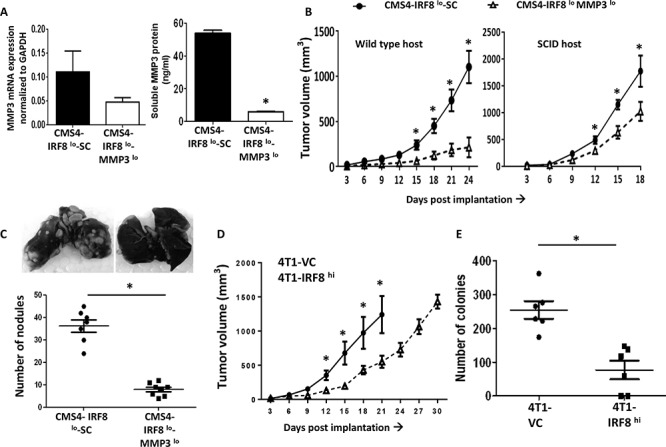
IRF8 regulates tumor behavior in an MMP3-dependent manner **A.** Knockdown of MMP3 expression in CMS4-IRF8^lo^ cells compared to the SC population; data confirmed at RNA (qPCR, left) and protein (ELISA, right panel) levels. **B.** Tumor growth in wild-type mice (*n* = 16 per tumor cell line) or SCID mice (*n* = 5 per tumor cell line). **C.** Quantification of experimental lung nodules of the indicated tumor cell line following India ink staining. Each data point represents a single mouse. Representative lung-stained images are shown from each group. **D.** 4T1-IRF8^hi^ or VC cells were orthotopically implanted into female wild-type BALB/c mice and tumor growth measured (*n* = 10 per tumor cell line). **E.** Lung-infiltrating tumor cells, assessed by clonogenic assays, using lung tissues from mice with similar primary tumor volumes (~1000 mm^3^). Each data point represents a single mouse. *P < 0.05.

Conversely, 4T1-IRF8^hi^ cells grew significantly slower than the 4T1-VC population (Fig. 3D). Moreover, we observed a significant decline in 4T1 spontaneous lung metastasis even when the primary tumor remained intact, as measured by clonogenic assays using lung tissue from mice with similar primary tumor volumes (Fig. 3E). It is important to note that altering IRF8 or MMP3 levels did not alter *in vitro* proliferation or cell surface expression of MHC class I (e.g., H-2K^d^) (Suppl. Fig. 6) compared to the appropriate SC populations. Thus, these data revealed a previously undescribed IRF8-MMP3 axis in tumor biology.

### Impact of MMP3 expression on tumor growth and progression

Next, we sought to molecularly alter tumor-derived MMP3 levels in order to specifically focus on the role of MMP3 in tumor progression. Although MMP3 levels have been originally linked to tumor initiation/promotion [27], less is known about their role in subsequent stages of the neoplastic process. Initially, we selected CMS4 cells and either stably silenced (CMS4-MMP3^lo^) or overexpressed (CMS4-MMP3^hi^) the mouse MMP3 gene. Despite the fact that CMS4 cells expressed low basal levels of MMP3, silencing MMP3 further decreased tumor growth (Fig. 4A & 4B). Conversely, overexpressing MMP3 (Fig. 4C, at RNA and protein levels) enhanced *in vivo* tumor growth (Fig. 4D; Suppl. Fig. 4). Again, this effect was observed in both wild-type and SCID mice (Fig. 4D), and modifying MMP3 levels did not alter *in vitro* proliferation or MHC class I expression (e.g., H-2K^d^; Suppl. Fig. 6).

**Figure 4:**
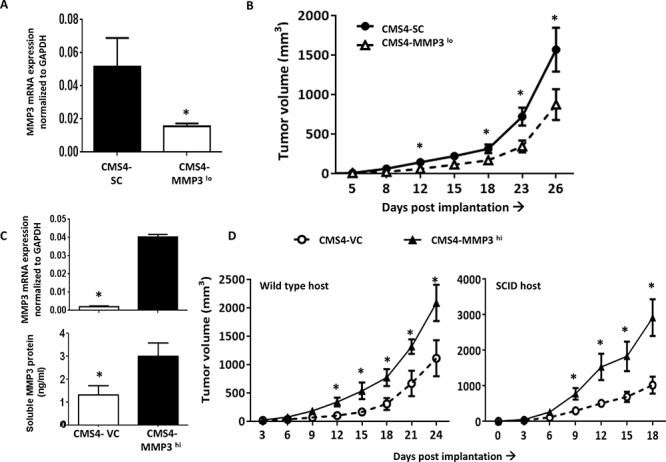
Modulating tumor-derived MMP3 levels alters CMS4 tumor growth **A.** MMP3 expression in parental CMS4 cells after stable MMP3 knockdown vs. SC, as shown by qPCR. **B.** Tumor growth illustrated for the indicated cell line (*n* = 16 mice per tumor cell line). **C.** Ectopic overexpression of MMP3 in CMS4 cells as shown at RNA (qPCR, upper panel) or protein (ELISA, lower panel) levels. **D.** Tumor growth in wild-type mice (*n* = 15 per tumor cell line) or SCID mice (*n* = 5 per tumor cell line). *P < 0.05.

Previously, we reported on the isolation of an aggressive *in vivo* variant of CMS4 (termed CMS4.met.sel), which expressed low basal levels of IRF8 [43]. Here, we found that such cells also expressed high levels of MMP3 compared to the parental cells (Fig. 5A, based on RNA and protein levels). When MMP3 expression was silenced in this CMS4 variant (Fig. 5B, based on RNA and protein levels), we observed significant decreases in tumor growth in both wild-type and SCID mice (Fig. 5C; Suppl. Fig. 5), as with CMS4-IRF8^lo^ cells (Fig. 3B). Similarly, we observed significant reductions in experimental lung metastases (Fig. 5D; Suppl. Fig. 5). In a separate cohort of mice, we collected tumor explants and verified knockdown of MMP3 expression during the course of tumor growth (Fig. 5E). Consistent with earlier findings, modifying MMP3 levels did not alter *in vitro* proliferation or MHC class I expression (e.g., H-2K^d^; Suppl. Fig. 6).

**Figure 5:**
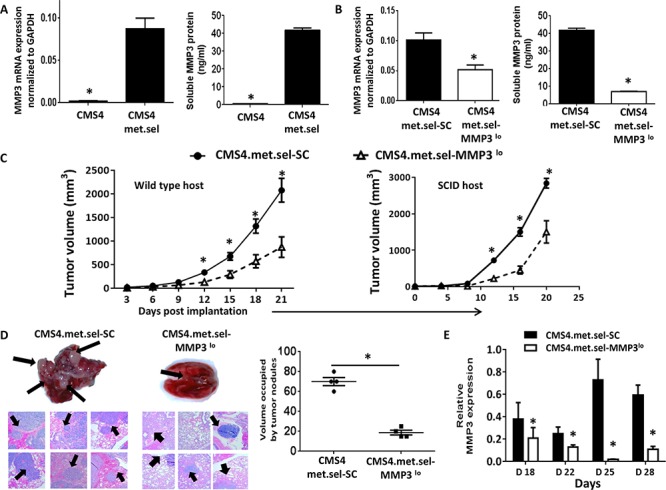
Modulating tumor-derived MMP3 levels alters CMS4-met.sel tumor growth **A.** Comparison of basal MMP3 expression between CMS4 and CMS4.met.sel at RNA (qPCR, left panel) or protein (ELISA, right panel) levels. **B.** Knockdown of MMP3 in CMS4.met.sel cells compared to the SC population as shown at RNA (qPCR, left panel) or protein (ELISA, right panel) levels. **C.** Tumor growth in wild-type mice (*n* = 18 per tumor cell line; left) or SCID mice (*n* = 5 per tumor cell line; right). **D.** Experimental lung metastases as shown by H&E-stained lung tissue sections (left), followed by quantification of approximate volume of lung occupied by tumor (right). Arrows indicate examples of lung tumor nodules. **E.** MMP3 levels in tumor explants at different time points post-implantation, as measured by qPCR. *P < 0.05 (experimental replicates).

We then returned to the 4T1 model to examine effects on spontaneous metastasis. MMP3 expression in 4T1 cells was found to be higher, particularly when compared to CMS4.met.sel cells (Fig. 6A). Silencing MMP3 expression in 4T1 cells (Fig. 6B, based on RNA and protein levels) also significantly reduced tumor growth in *multiple* settings, including: *a)* primary orthotopic growth (Fig. 6C); *b)* experimental lung metastasis (Fig. 6D); *c)* spontaneous lung metastasis even when the primary tumor remained intact, as measured by lung weight or lung nodule count using tissues from mice with similar primary tumor volumes (Fig. 7A); and *d)* spontaneous metastasis following resection of similarly sized primary tumors both 4T1-SC and 4T1-MMP3^lo^ tumor-bearing mice, as measured by prolonged survival (Fig. 7B; Suppl. Fig. 5).

**Figure 6:**
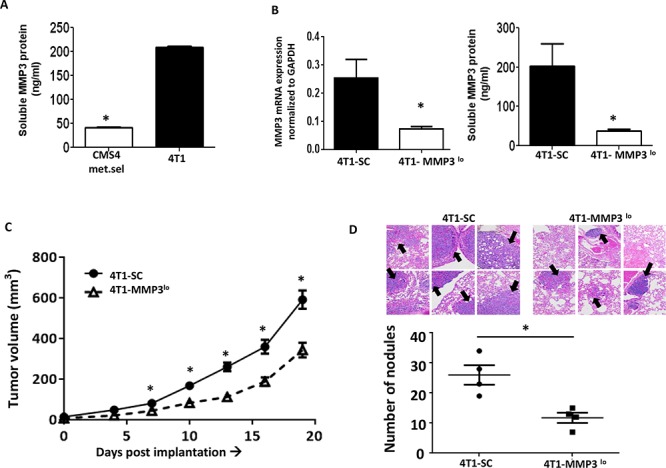
Modulating tumor-derived MMP3 levels alters 4T1 tumor growth **A.** Endogenous MMP3 production levels in 4T1 cells compared to CMS4.met.sel cells, as shown by ELISA. **B.** Knockdown of MMP3 in 4T1 cells compared to SC population as shown at RNA (qPCR, left panel) or protein (ELISA, right panel) levels. **C.** Tumor growth in wild-type mice (*n* = 18 for each tumor cell line). **D.** Experimental lung metastases as shown by H&E-stained lung tissue sections (upper) followed by histologic quantification of tumor nodules (lower). Arrows indicate examples of lung tumor nodules (*n* = 4 per group). *P < 0.05.

**Figure 7:**
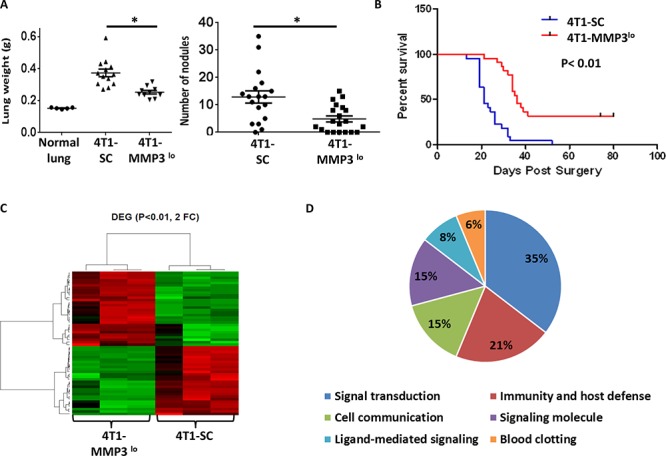
Tumor-derived MMP3 impacts spontaneous metastasis **A.** Quantification of spontaneous lung metastasis of the indicated 4T1 cell population with primary tumors left intact. Data collected at endpoint when mice harbored similar primary tumor volumes (4T1-SC: 1794 ± 147 mm^3^; 4T1-MMP3^lo^: 1798 ± 143 mm^3^) and quantified by lung weight or lesion count of H&E-stained lung tissue sections. Each data point represents a single mouse. **B.** After surgical removal of the primary tumor (i.e., 4T1-SC: 113 ± 9.2 mm^3^, 4T1-MMP3^lo^: 126 ± 5.5 mm^3^), mice were followed for survival based on the appearance of signs/symptoms of morbidity (*n* = 21 mice per tumor cell line). **C.** Gene expression profiling of the indicated 4T1 tumor cell population in biologic triplicates, as shown by heat-map of differentially expressed genes (*n* = 58; > 2-fold up or down; *P* < 0.01). **D.** Data in *C* regrouped based on gene ontogeny analysis. Microarray studies were performed using the MouseWG-6 whole-genome gene expression array.

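The arrays of 4T1-SC differed from one another in interferon genes more than the groups did. Measured from each gene's mean over the 6 arrays, the median of the 26 interferon genes was −1.07 in 4T1-SC replicate 1, 0.939 and 0.883 in 4T1-SC replicates 2 and 3, and −0.249, −0.3 and −0.291 in the arrays labelled 4T1-MMP3lo. All 26 were lower in 4T1-SC replicate 1 than in the other arrays of its group, by a median of −2.14 on the log2 scale, while the array labelled 4T1-MMP3lo replicate 1 differed from the others of its group by 0.0243. Epithelial genes had medians of 0.0467, 0.472 and 0.383 in 4T1-SC and of −0.219, −0.306 and −0.309 in the arrays labelled 4T1-MMP3lo, so that every 4T1-SC array lay above every array of the other group (the smallest exact p that 3 arrays against 3 allow is 0.1). The epithelial medians of the pairs were −0.182, −0.813 and −0.765, and 19 of the 28 genes were lower in all 3 pairs. Cytokine genes were low on both arrays of replicate 1, at −0.584 in 4T1-SC and −0.684 in the array labelled 4T1-MMP3lo, against 0.199 to 0.335 on the other arrays.

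Across the probes kept, 4T1-SC replicate 1 correlated with the array labelled 4T1-MMP3lo replicate 1 at r = 0.978 and with 4T1-SC replicates 2 and 3 at r = 0.939 and 0.954; these are correlations across probes, which are not independent replicates. 4T1-SC replicate 1 correlated with 4T1-MMP3lo replicates 2 and 3 at r = 0.961 and 0.963. For 4T1-SC replicate 3 these were 0.970 and 0.969. On the first principal component, which held 50.5% of the variance, 4T1-SC lay at −25.3, 41.2 and 27.9 and the arrays labelled 4T1-MMP3lo at −24.4, −9.09 and −10.3. On the second, with 28.2%, 4T1-SC lay at −31.8, −7.48 and −4.31 and the arrays labelled 4T1-MMP3lo at −2.94, 23.9 and 22.6. With replicates 2 and 3 of each group alone, a comparison chosen after the data were seen, 593 genes were past the thresholds of the legend.

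**Figure D1:**
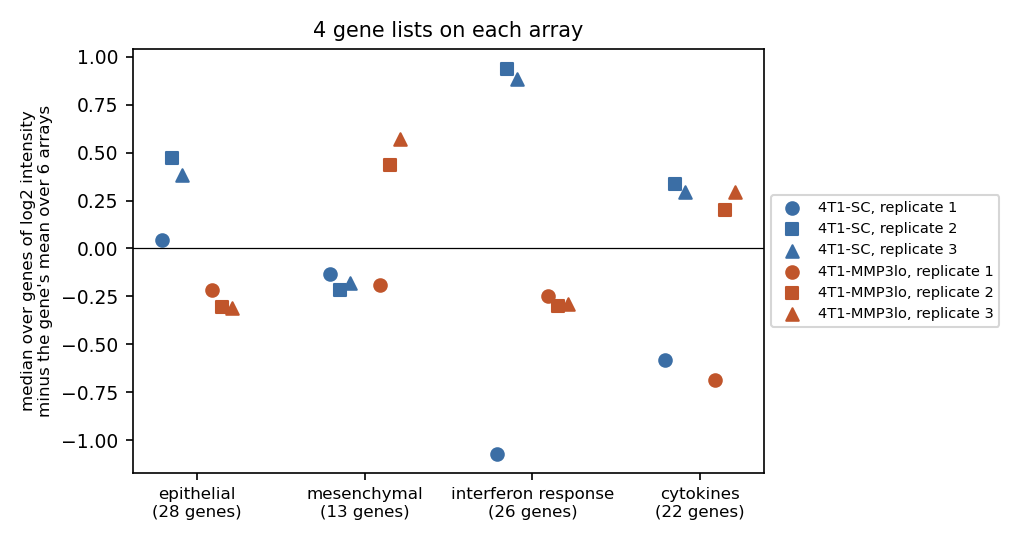
Median of 4 gene lists on each array (y axis, log2 intensity minus each gene's mean over the 6 arrays), by list (x axis), with 1 point per array. The interferon median lies at −1.07 on 4T1-SC replicate 1, and the epithelial medians of all 3 arrays labelled 4T1-MMP3lo lie below those of 4T1-SC.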

Thus, these data demonstrated for the first time that modulation of tumor-derived MMP3 levels in established tumor cell lines has a profound impact on subsequent stages of the neoplastic process, including progression to metastasis. Changes in MMP3 expression in 4T1 cells, as with the CMS4 system, however, did not alter *in vitro* proliferation or expression of H-2K^d^ (Suppl. Fig. 6).

### Mechanisms by which MMP3 modulates tumor growth and progression

Lastly, we have begun to explore potential mechanisms by which MMP3 expression influenced tumor progression. Here, we focused on whether alterations in MMP3 expression could affect tumor cells in a cell-intrinsic manner. To do so, we first conducted gene expression profiling in the 4T1 model comparing MMP3-expressing vs. MMP3-deficient cells, as described (17). 

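Mmp3, the gene targeted by the short hairpin RNA, was not lower in the arrays labelled 4T1-MMP3lo. Its log2 intensity was 12.51 ± 0.86 (SD, n = 3 cultures) in the control 4T1-SC cells and 12.45 ± 1.58 (SD, n = 3) in the arrays labelled 4T1-MMP3lo. This is a log2 fold change of −0.05 (standard error 0.74, adjusted p = 0.99 from limma). Within the pairs of cultures that share a replicate number, the arrays labelled 4T1-MMP3lo differed from 4T1-SC by −0.88, 0.42 and 0.30 on the log2 scale. The other 2 probes of Mmp3 had log2 fold changes of −0.04 (standard error 0.62) and 0.09 (standard error 0.83), and all 3 probes were detected on all 6 arrays. In a fit of all probes kept, the 95% interval of the log2 fold change of the brightest probe ran from −1.70 to 1.59, and from −0.70 to 0.59 with the replicate number as a block, so that the bound nearest to a loss of the transcript was −1.70, or −0.70 with the block. The paper's own measures of MMP3 in these cell populations, by qPCR and ELISA in Fig. 6B, run lower in 4T1-MMP3lo, which does not settle the labels of the arrays. The groups are therefore named by their labels, and every difference is given as the arrays labelled 4T1-MMP3lo minus 4T1-SC.

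Total RNA of 6 cultures of 4T1, a mouse mammary carcinoma line, was labelled with biotin and hybridised to MouseWG-6 bead arrays. There were 3 cultures of cells transfected with a scrambled control hairpin (4T1-SC) and 3 of cells transfected with a hairpin against Mmp3 (4T1-MMP3lo), with 1 array each. The labels of the 4T1-MMP3lo cultures share a suffix that could name a clone, either of cells or of the hairpin construct, as the paper uses that word for CMS4 cells, so that n counts cultures and not independently selected cells. The authors deposited the scanner intensity and the detection p-value of each of 45281 probes, with no correction or normalization between arrays visible in the values. Median intensity was 96.6, 112.1 and 109.6 in 4T1-SC replicates 1 to 3, and 108.3, 106.1 and 112.6 in 4T1-MMP3lo replicates 1 to 3. At a detection p under 0.05, 16722, 17439 and 17228 probes were detected in 4T1-SC, and 17548, 16790 and 16795 in 4T1-MMP3lo. The intensities were corrected for background and quantile normalized with limma's neqc, with an offset of 16, and the log2 values were compared with limma's moderated test and Benjamini-Hochberg adjustment. Probes detected on at least 3 of the 6 arrays were kept, and each gene was represented by its brightest probe. The authors' normalized table of the same arrays was used as an alternative. With 3 arrays per group, their number limits the precision.

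**Figure D2:**
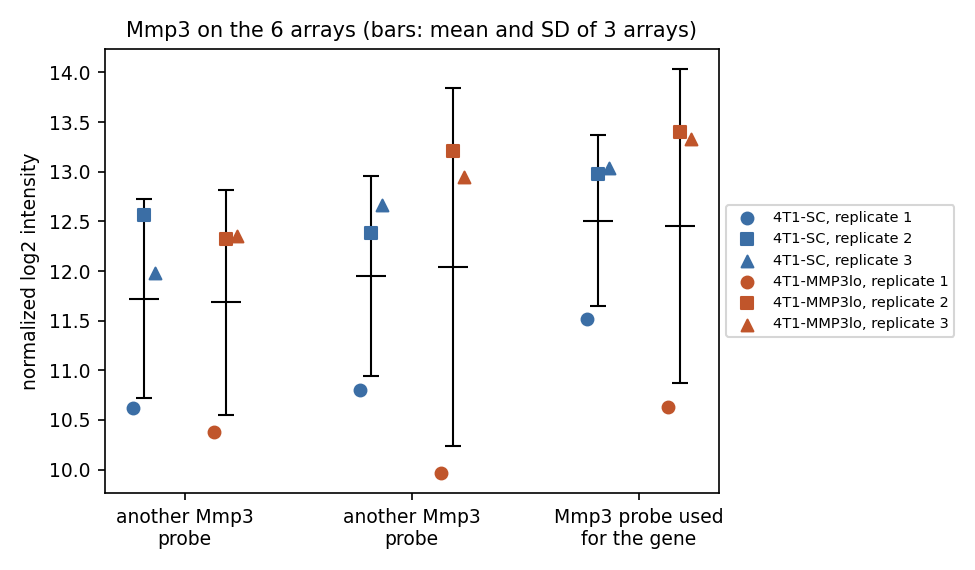
Normalized log2 intensity (y axis) of the 3 probes of Mmp3 on each of the 6 arrays. Each point is an array and each bar the mean with its SD (n = 3). The group means of the brightest probe are 12.51 and 12.45, and both arrays of replicate 1 lie below the others.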

We found that MMP3-deficiency compared to the vector control cells, led to significant alterations in the expression of 58 genes (> 2-fold change, up or down; *P* < 0.01) (Fig. 7C; Suppl. Table 1). 

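Among the 9348 genes tested, 56 rose and 46 fell in the arrays labelled 4T1-MMP3lo, whose Mmp3 was not lower, at an adjusted p under 0.05 from limma. Itgb6, the β6 integrin subunit of epithelial cells, fell the most of the genes past that threshold, by 3.07 on the log2 scale or 8.40-fold (standard error 0.33, n = 3 cultures per group, adjusted p = 0.0108). Gpnmb, a transmembrane glycoprotein, rose the most, by 2.99 or 7.92-fold (standard error 0.55, n = 3 per group, adjusted p = 0.0486 from limma), although its 3 probes ranged from 0.53 to 2.99. Every one of the 102 genes went the same way in all 3 pairs of cultures that share a replicate number. This adds no support, since the values of all 102 did not overlap between the groups, which gives the same sign in any pairing. Of all genes tested, 1653 (17.7%) had groups that did not overlap. At more than 2-fold and an unadjusted p under 0.01, 149 genes were higher and 104 lower, or 253 in all, of which 204 are not in Table S1.

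Of the 10 genes that fell the most, 4 were not detected on any array labelled 4T1-MMP3lo, so that only a bound can be given: the mean of 4T1-SC against a mean made, for each array, from the higher of the gene's own value and the lowest value among detected probes. Nox4, an NADPH oxidase, was at least 4.99-fold lower (adjusted p = 0.00856 from limma). Rasgrf1, a guanine nucleotide exchange factor of Ras, was at least 4.83-fold lower (adjusted p = 0.0331). The sulfotransferase Chst7 was at least 4.69-fold lower (adjusted p = 0.0207) and Tbcel at least 4.34-fold lower (adjusted p = 0.0103). These bounds hold for the background correction used; with none, the log2 fold changes of Nox4, Rasgrf1, Chst7 and Tbcel were −1.02, −0.99, −0.95 and −0.83. The homeobox gene Rhox5, detected on 1 of the 3 arrays labelled 4T1-MMP3lo, fell by 2.75 on the log2 scale (standard error 0.34, adjusted p = 0.0169), and Ap1m2, an adaptor subunit of epithelial vesicle trafficking, fell by 2.73 (standard error 0.38, adjusted p = 0.0231). Baiap2l1, which links membranes to actin, fell by 2.55 (standard error 0.30, adjusted p = 0.015). The log2 fold changes of Cwh43 and the G protein-coupled receptor Mrgprb2 were −2.49 and −2.31 (standard errors 0.43 and 0.31, adjusted p = 0.042 and 0.0216).

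Olfm1, a secreted glycoprotein, rose by 2.97 on the log2 scale (standard error 0.30, adjusted p = 0.0103 from limma) and the water channel Aqp1 by 2.74 (standard error 0.40, adjusted p = 0.0248). Sema7a, a membrane-anchored semaphorin, rose by 2.44 (standard error 0.45, adjusted p = 0.0496), with probes from 1.02 to 2.44. Bmp7, a secreted ligand of the TGF-β superfamily, rose by 2.29 (standard error 0.23, adjusted p = 0.0103). The phospholipid scramblase Plscr4 and Gchfr, the feedback regulator of GTP cyclohydrolase, rose by 2.41 and 2.21 (standard errors 0.35 and 0.20, adjusted p = 0.0244 and 0.00856). Plekho2, the myosin Myo5c and the ubiquitin ligase Neurl3 rose by 2.16, 2.13 and 2.08 (standard errors 0.24, 0.37 and 0.31, adjusted p = 0.014, 0.042 and 0.0244). With the replicate number as a block, 116 genes rose and 77 fell at an adjusted p under 0.05, and 100 of the 102 were among these 193. With each array shifted to the same median in place of quantile normalization, 186 genes were higher and 81 lower past the paper's thresholds, and 71 rose and 33 fell at an adjusted p under 0.05. Single arrays set the counts: without 4T1-SC replicate 1, limma gave 573 genes past the paper's thresholds and 1005 at an adjusted p under 0.05, without 4T1-MMP3lo replicate 1 it gave 68 at that p, without 4T1-SC replicate 2 it gave 1, and without 4T1-SC replicate 3, 4T1-MMP3lo replicate 2 or 4T1-MMP3lo replicate 3 it gave 0, with 891, 681 and 657 genes at an unadjusted p under 0.05. The methods' test also gave 0 genes after adjustment, with 1055 at an unadjusted p under 0.05. The paper states that MMP3 deficiency led to the altered expression of the genes in Fig. 7C, in an experiment that asked whether MMP3 affects tumor cells in a cell-intrinsic manner.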

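Genes of epithelial junctions and identity were lower as a group in the arrays labelled 4T1-MMP3lo, whose Mmp3 was not lower. A list of 41 genes outside Table S1 had a median log2 fold change of −0.595. This was −0.375 with no background correction and −0.394 with the authors' normalized table. The list had an adjusted p of 5.36e-12 from limma's camera (n = 3 cultures per group) at a preset correlation between genes of 0.01. With the correlation estimated from the arrays, 0.209, the adjusted p from camera was 0.393, so that the call rests on the preset. All 28 measured members had a negative log2 fold change. Of these, 3 fell at an adjusted p under 0.05 and none rose (9 fell when adjusted over the list alone): the tight junction genes Cldn7 (log2 fold change −1.62, standard error 0.24, adjusted p = 0.0244 from limma) and Marveld3 (−1.48, standard error 0.22, adjusted p = 0.0244), and Ovol2, a transcription factor of epithelial cells (−1.01, standard error 0.18, adjusted p = 0.045). Genes of mesenchymal cells were higher as a group (13 of 35 measured, median 0.744, adjusted p = 0.00717 from camera; adjusted p = 0.527 with an estimated correlation). The mesenchymal median was −0.193 in the array labelled 4T1-MMP3lo replicate 1, within the range of the 4T1-SC arrays (−0.135, −0.215 and −0.181), and 0.438 and 0.571 in replicates 2 and 3. The median fold change of the list was 0.427 without 4T1-SC replicate 1 and 0.46 without 4T1-SC replicate 2. Of the markers of fibroblasts, 2 were measured, with log2 fold changes of 0.85 for Fbln1 and 0.93 for Pdgfra (standard errors 0.21 and 0.45, adjusted p = 0.122 and 0.468 from limma). No mesenchymal gene passed the test over all genes and 4 rose when adjusted over the list alone. The intermediate filament gene Vim had a log2 fold change of 1.39 (standard error 0.30, adjusted p = 0.0804) and Loxl1, which crosslinks collagen and elastin, 1.38 (standard error 0.33, adjusted p = 0.115, or 0.0217 with the replicate number as a block), being detected on 2 of the 3 arrays of 4T1-SC. The mesenchymal difference was not called when undetected probes were included (33 members, median −0.00778, adjusted p = 0.503 from camera, which gave the direction as up; 0.00015 to 0.527 over all alternatives).

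The genes of Table S1 were grouped by hand for this comparison, not by the gene ontology classes of Fig. 7D, and since the study chose them on these samples their directions are not independent evidence. Of 9 measured genes of epithelial adhesion, trafficking and matrix, 7 fell and none rose (8 fell and 1 rose when adjusted over the list alone). The exceptions, chosen after their values were seen, were Rab25, a GTPase of epithelial trafficking, with a log2 fold change of −1.79 (standard error 0.44, adjusted p = 0.122), and the keratin Krt17, with 2.37 (standard error 0.46, adjusted p = 0.061 from limma, or 0.00773 with the block). Of 10 secreted signalling molecules and receptors, 6 rose and 3 fell (6 and 4 over the list alone). Of 5 measured genes of immunity, 3 rose and 2 fell, also over the list alone. These 5 include, chosen after their values were seen, the chemokine Ccl5, which rose by 2.00 (standard error 0.19, adjusted p = 0.0103), Cd74, the invariant chain of MHC class II, which rose by 1.68 (standard error 0.24, adjusted p = 0.0244), and the cytokine Il24, which fell by 1.22 (standard error 0.17, adjusted p = 0.0216); Sema7a rose and Mrgprb2 fell. Of 8 genes of intracellular signalling, 3 rose and 3 fell (4 and 4 over the list alone), and of 12 of metabolism and transport, 5 rose and 3 fell (8 and 4). With the block Cdc42ep3 and Chchd10, both higher, also passed in these groups (adjusted p = 0.0449 for Cdc42ep3).

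None of 27 genes of the TGF-β superfamily outside Table S1 passed the test (adjusted p = 0.467 from camera). Of those in Table S1, Bmp7 rose and Inhba fell (adjusted p = 0.0103 and 0.0331 from limma). Tgfbr3 and Bmp1 had log2 fold changes of 0.97 and −0.71 (standard errors 0.47 and 0.26). Leaving out 1 array, they ran from 0.46 to 1.33 and from −0.89 to −0.41. Of 9 genes of the EGF family, the ligand Epgn fell by 1.54 (standard error 0.27, adjusted p = 0.042 from limma; list adjusted p = 0.525, with a median of 0.0672 and a mean of −0.118). Of 13 Wnt targets and regulators, Nkd2, an antagonist of Wnt signalling detected on 1 of the 3 arrays labelled 4T1-MMP3lo, fell by 1.28 (standard error 0.19, adjusted p = 0.0244; list adjusted p = 0.322, or 0.0329 to 1 over the alternatives, of which the mean of all probes gave the lowest and called the list lower). With the block Wnt10a, a Wnt ligand chosen after its value was seen, also passed the test (log2 fold change 1.71, adjusted p = 0.136 without the block and 0.0158 with it). Over the lists alone, the EGF family held 1 gene that fell, the Wnt list 1 that rose and 3 that fell, and the TGF-β list none. None of 26 interferon genes passed the test over all genes (1 rose over the list alone), and the antiviral regulators Irf7 and Usp18 had log2 fold changes of −1.90 and −1.62 (standard errors 0.72 and 1.11), Irf7 being detected on 2 arrays of 4T1-SC and 1 of the other group. Leaving out 1 array moved them from −2.90 to −1.37 and from −3.20 to −0.79, and Usp18 differed by 1.29, −2.89 and −3.27 in the pairs of replicates 1, 2 and 3. The interferon list had a median of −0.606 (adjusted p = 0.0658 from camera, or 0.0236 with the block), but its adjusted p was 3.74e-13 without 4T1-SC replicate 1 and 0.0475 without 4T1-MMP3lo replicate 3. Its median was −1.22 without 4T1-SC replicate 1 and −0.218 and −0.199 without 4T1-SC replicates 2 and 3, and the pairs had medians of 0.827, −1.18 and −1.06. The adjusted p was also under 0.05 with no background correction (0.0366), the authors' normalized table (0.037), an offset of 50 (0.0448), the median shift (0.0174), the mean of all probes (0.0219) and array weights (1.09e-07), and over all alternatives it ran from 3.74e-13 to the adjusted p = 0.969 with an estimated correlation. Of 16 MHC class I genes none passed the test over all genes and 2 rose over the list alone (adjusted p = 0.913 from camera); Tap2, a peptide transporter, and Nlrc5, a regulator of class I genes, had log2 fold changes of 1.02 and 0.88 (standard errors 0.23 and 0.18). The 3 measured MHC class II genes outside Table S1 were too few for a list test and none passed the test. H2-DMa and Ifi30 had log2 fold changes of −0.06 and 0.16 (standard errors 0.26 and 0.21). Ifi30 ran from 0.02 to 0.26 leaving out 1 array. None of 22 cytokines outside Table S1 passed either test without the block. The list had an adjusted p of 0.897 from camera, a median of −0.0154 and a mean of 0.0125. Of those in Table S1, Ccl5 rose and Il24 fell (adjusted p = 0.0103 and 0.0216 from limma). With the block Il23a, chosen after its value was seen, had an adjusted p of 0.0379 from limma at a log2 fold change of −1.11. Il1b and Csf1 had log2 fold changes of −1.62 and 1.17 (standard errors 0.71 and 0.36). Il1b was detected on 2 arrays of each group and ran from −2.60 to −1.11 leaving out 1 array.

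Of 12 integrins outside Table S1 none passed the test over all genes (adjusted p = 0.467 from camera). Over the list alone, 2 rose and 2 fell. Itgb6, which is in Table S1, fell (log2 fold change −3.07, adjusted p = 0.0108 from limma). Itgb7 and Itga2 had log2 fold changes of 1.04 and −0.84 (standard errors 0.33 and 0.23), Itgb7 being detected on 1 array of 4T1-SC. Of 19 basement membrane and matrix genes outside Table S1 none passed the test over all genes (adjusted p = 0.525 from camera). Over the list alone, 2 rose and 1 fell. Col7a1, which is in Table S1, fell (log2 fold change −1.70, adjusted p = 0.0388 from limma). The matrix glycoprotein Tnc had a log2 fold change of −1.39 (standard error 0.59, adjusted p = 0.404 from limma, or 0.0375 with the block), with probes from −1.47 to 0.01, and Fbln2 of −1.03 (standard error 0.22). None of 13 matrix metalloproteinases and inhibitors passed either test without the block (adjusted p = 0.861 from camera), and 1, Mmp9, passed with it.

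**Figure D3:**
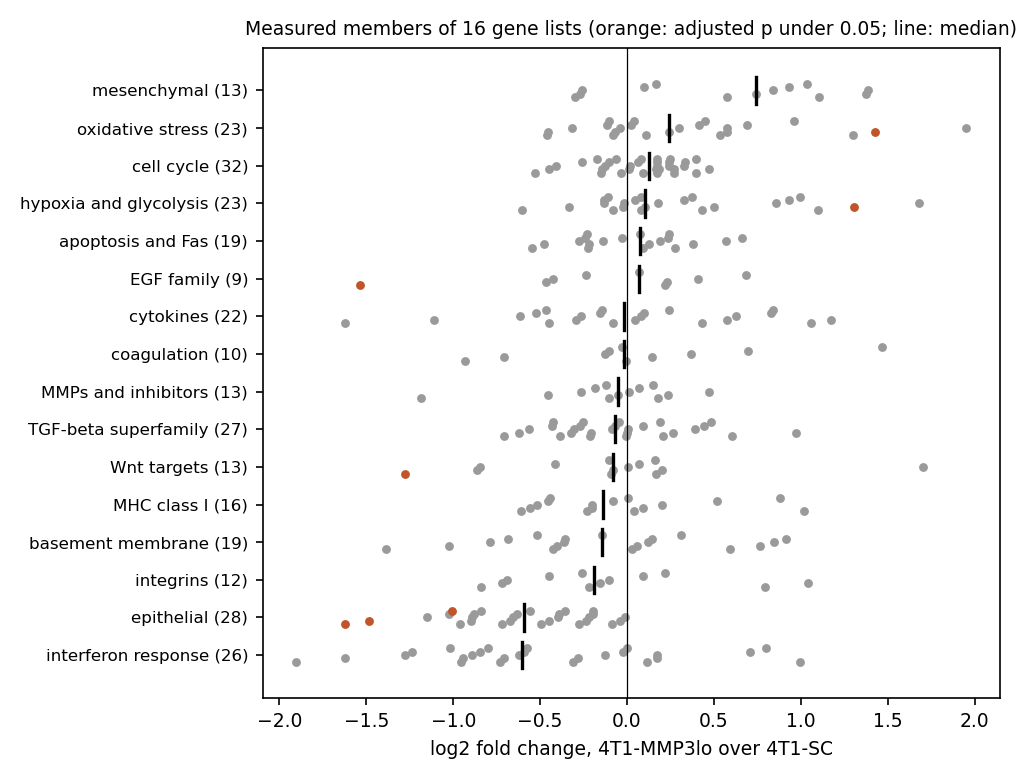
Log2 fold change (x axis, arrays labelled 4T1-MMP3lo minus 4T1-SC, n = 3 each) of the measured genes of the 16 lists tested (y axis). Each point is a gene and each line the median of its list, and orange points passed an adjusted p under 0.05 over all genes. All 28 epithelial genes lie below 0, and the mesenchymal median lies at 0.744.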

Gene ontogeny analyses revealed six major classifications of potential functional relationships, reflecting areas of signaling, immunity/host defense and cell-cell communication (Fig. 7D). All data were deposited in a MIAME-compliant manner and are publically available in the GEO database under accession # GSE68100.

Secondly, we investigated the impact of altering MMP3 expression levels on invasive potential. Indeed, we observed a direct correlation between endogenous MMP3 levels and invasive phenotype in all tumor models tested, as measured by *in vitro* invasion assays (Fig. 8A). We then made use of the broad spectrum MMP inhibitor (GM-6001) to verify that invasive ability was MMP-dependent. Using the CMS4-met.sel model, we found that GM-6001 significantly inhibited invasive ability, including the residual activity of the MMP3^lo^ subline (Fig. 8B). One well-known substrate for MMP3 is pro-MMP9 [44], which has been reported to be a potent mediator of tumor progression. Therefore, to determine whether modulation of MMP3 levels in turn affected MMP9 activity, we measured MMP9 activity by zymography. Overall, we found a direct correlation between MMP3 expression and MMP9 activity (Fig. 8C). In both CMS4.met.sel and 4T1 models, the corresponding MMP3^lo^ sublines showed significant declines in MMP9 activity. In contrast, in the CMS4-IRF8^lo^ model, MMP9 activity was significantly elevated compared to the SC control (Fig. 8D). These data indicated that modulation of MMP3 expression impacts tumor progression in a cell-intrinsic manner.

**Figure 8:**
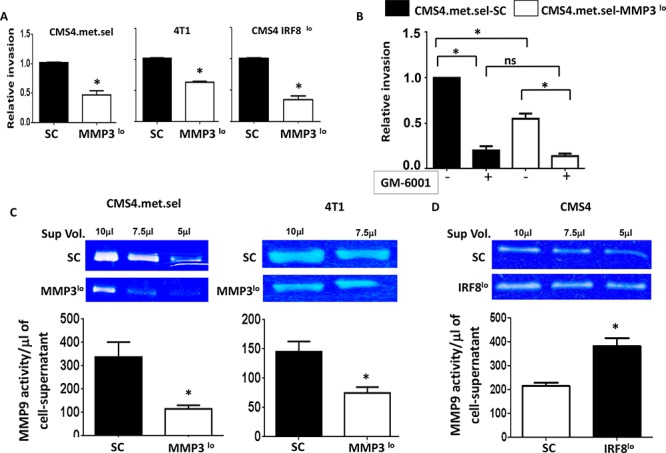
Tumor-derived MMP3 modulates invasive capacity and MMP9 activity *in vitro* **A.** Invasion capacity of the indicated tumor cell line (SC vs. MMP3^lo^), as determined by basement membrane penetration in two-dimensional invasion chamber assays (first bar of each pair set at 1). **B.** Assays in *A* performed in the absence or presence of the pan MMP inhibitor GM-6001 for the CMS4.met.sel model. **C&D.** MMP9 activity, as assessed by zymography. *Upper*, representative gels for the indicated tumor cell line pairs (SC vs. knockdown), which shows *in situ* digestion of gelatin within the gel matrix. *Lower*, quantification for each cell line; data obtained by densitometry of each band. Each value was then divided by the respective sample-volume to yield a measurement of activity per μl of cell-free supernatant. The values for each cell line were then pooled across three separate experiments and reported as mean ± SEM.

## DISCUSSION

IRF8 was originally characterized as a tumor suppressor gene in certain myeloid leukemias, notably CML [10–12]. Since then, new functional roles for IRF8 have been identified in cancer biology beyond its prototypical link to hematologic malignancies, including its ability to regulate apoptotic death of various types of solid tumors [2, 3, 6, 15, 18–20]. Here, we further advance the notion that IRF8 exhibits antitumor activities, perhaps, distinct from its tumor suppressor functions, and show for the first time that IRF8 acts as a negative regulator of MMP3 expression, a member of the MMP family previously implicated in mammary tumorigenesis and other solid cancers [27].

The importance of IRF8 as a negative regulator of MMP3 expression/function was unveiled using several IRF8 gain- and loss-of function approaches. Knockdown of basal IRF8 levels in tumor cells was accompanied by enhanced MMP3 expression, while the converse held true when IRF8 was overexpressed. Moreover, ChIP assays demonstrated direct binding interactions between the IRF8 protein and ISRE elements of the MMP3 promoter, while luciferase reporter assays revealed a significant inverse relationship between IRF8 expression and MMP3 promoter activity. Interestingly, based on both ChIP and reporter assays, we identified PU.1 as a relevant binding partner of IRF8 consistent with the notion that IRF8 generally does not act alone to modulate transcriptional activity. Future studies are warranted, however, to determine the precise nature of the interaction between these two transcription factors and their association with the MMP3 promoter. The relevance of this IRF8-MMP3 axis in tumor growth *in vivo* was exemplified by the finding that knockdown of MMP3 expression significantly abrogated the enhanced tumor growth effect caused by IRF8-loss. Altogether, these data indicated that IRF8 influenced tumor growth in part through negatively regulating MMP3 expression/function.

MMP3 has been well-recognized as an important player in tumor initiation, strongly based on studies using immortalized epithelial cell lines or transgenic mouse models [27, 29]. Despite its link to early stages of tumorigenesis, the role of MMP3 during later stages of neoplastic progression has remained largely unresolved. Here, we observed a significant positive correlation between MMP3 expression and malignant phenotype and confirmed this observation in multiple tumor models. The causal link between tumor-derived MMP3 expression and malignant behavior was also demonstrated using MMP3 gain- or loss-of-function approaches. The overexpression of MMP3 in the parental CMS4 cell line model, which expressed low basal levels of MMP3, significantly enhanced tumor growth. Conversely, molecular approaches to silence MMP3 expression in more highly aggressive tumor populations which expressed higher basal levels of MMP3 (CMS4.met.sel or 4T1) led to significant declines in primary tumor growth, as well as experimental or spontaneous metastasis. Importantly, using the orthotopic 4T1 model of spontaneous metastasis, we demonstrated that diminution of tumor-derived MMP3 expression significantly prolonged survival in a post-surgical setting. These data attest to the critical importance of MMP3 expression/function as a potential therapeutic target.

Experimental manipulation of MMP3 levels, however, did not result in overt or adverse effects on cellular proliferation or cell-surface expression of several immune-associated molecules, such as MHC class I (e.g., H-2K^d^), as measured *in vitro* in any of the cell lines tested. Although these *in vitro* analyses are not exhaustively comprehensive, they lend support to the notion that the tumorigenic differences observed *in vivo* reflected additional MMP3-driven intrinsic changes within the tumor population, engagement of host-dependent mechanisms or a combination of both factors. The fact that we observed significant changes in MMP9 activity, invasive capacity *in vitro* or, more broadly, the expression of at least 58 genes (by microarray analysis) support the notion that MMP3-dependent mechanisms of tumor progression are complex and intrinsic, but may not necessarily be evident under such *in vitro* conditions. Moreover, the tumor growth patterns seen in wild-type mice were maintained in SCID mice, suggesting that modulation of MMP3 expression did not simply impact tumor growth by subverting adaptive immunity.

Although these data strongly support the notion that modulation of tumor-derived MMP3 expression levels affected tumor progression in a cell-intrinsic manner, this still does not necessarily exclude the possibility for extrinsic mechanisms. To that end, we have begun to examine the tumor microenvironment in both CMS4 and 4T1 models for potential alterations in host-dependent factors, such as angiogenesis and infiltration of tumor-associated macrophages (TAMs). However, preliminary data revealed no significant changes in the magnitude of angiogenesis, as measured by CD31 expression via immunohistochemistry (IHC) or TAM accumulation, as measured by IHC or flow analysis of single cell suspensions of primary tumor tissues (data not shown). However, these initial studies were performed at a single time point using late-stage tumors. Therefore, future detailed studies are warranted to explore these and other potential determinants in a more dynamic and temporal manner during the course of tumor progression. In addition to quantitative changes in TAM frequencies, subsequent studies will explore potential changes in TAM functionality, as well as quantitative/qualitative characteristics of other immune suppressive myeloid cells such as myeloid-derived suppressor cells (MDSCs) or immature/tolerogenic dendritic cells.

In summary, we found that modulation of MMP3 expression/function could significantly alter malignant behavior of established tumor cell line models in part in a cell-intrinsic manner. Moreover, our findings expand our current understanding of how MMP3 is regulated, as well as how IRF8 functions in tumor biology. In this case, we define MMP3 as a novel transcriptional target of IRF8, perhaps, offering a novel molecular explanation for the reported prognostic significance of MMP3 in solid tumor biology [22, 26, 32, 45].

## MATERIALS AND METHODS

### Mice

Female BALB/c mice (BALB/cJ; H-2^d^) and SCID mice (on a BALB/c background) were obtained from the Jackson laboratory (Bar Harbor, ME). All animal studies were approved and performed in accordance with all regulations and requirements established by our institutional animal care and use committee (IACUC).

### Tumor cell lines and plasmids

The parental CMS4 cell line, a chemically induced sarcoma of BALB/c origin [21], was kindly provided by Dr. A. Deleo (University of Pittsburgh, Pittsburgh, PA). The 4T1 cell line, a spontaneously derived mammary carcinoma of BALB/c origin [46] was obtained from ATCC (Manassas, VA). CMS4.met.sel cells were derived from the parental CMS4 cell line as an *in vivo* aggressive variant as previously described [43]. The IRF8-deficient CMS4 cell line (termed, CMS4-IRF8^lo^) was previously established in our laboratory by transfecting CMS4 cells with shRNA targeting IRF8 or a scrambled control (SC) sequence [3]. In separate experiments, the parental CMS4 cell line was transfected with an empty vector control (VC; pcDNA3.1+) or cDNA encoding the full-length mouse MMP3 gene (Origene, Rockville, MD) to generate MMP3-overexpressing CMS4 cells (termed, CMS4-MMP3^hi^), which were maintained and propagated under G418 (Geneticin) selection. In other experiments, parental CMS4, CMS4.met.sel or CMS4-IRF8^lo^ cells were transfected with shRNA targeting MMP3 or a SC sequence (SA Biosciences/Qiagen, Valencia, CA), which were then propagated under Puromycin selection or Puromycin plus Zeocin in the case of the CMS4-SC/CMS4-IRF8^lo^ cell line pair. Similar methods were used to silence MMP3 expression in the 4T1 tumor model. A pcDNA3.1+ expression plasmid encoding the full-length mouse IRF8 gene was used to transfect the 4T1 cell line to generate an IRF8 overexpressing population (termed, 4T1-IRF8^hi^). Transfection of 4T1 cells with an empty vector was used to generate a corresponding control cell line. All cell lines were maintained in RPMI-based medium containing the appropriate selection antibiotic(s).

### Transfection methods

Lipid-based methods were used to stably transfect cells (Lipofectamine 2000; Invitrogen, Carlsbad, CA) according to the manufacturer's protocol. Briefly, ~8 × 10^4^ cells were plated overnight, followed by the addition of 1 μg of cDNA or shRNA admixed with Lipofectamine 2000. Cultures were then incubated for 48 hours, followed by the addition of the appropriate antibiotic for selection. The efficiency of knockdown or overexpression was measured at RNA and/or protein levels, as described below, and stably persisted *in vitro* under appropriate antibiotic selection conditions (Zeocin for shIRF8 plasmid; puromycin for shMMP3 plasmid; G418 for MMP3 over-expression plasmid).

### Tumor growth experiments

Three types of tumor growth studies were performed: subcutaneous (SQ), experimental lung metastasis or spontaneous metastasis to the lung. In the case of the SQ tumor growth model, cells were injected into syngeneic BALB/c mice either in the flank for the CMS4 model (5 × 10^5^ cells per mouse) or into the 4^th^ mammary gland for the 4T1 model (5 × 10^4^ cells per mouse). Tumor growth was measured at 3–4 day intervals, and tumor volumes calculated according to the formula: Volume = (Width^2^ × Length)/2. In the case of the experimental lung metastasis model, the indicated tumor cell line was injected intravenously into the lateral tail vein (2–2.5 × 10^5^ cells per mouse).

In the case of the spontaneous metastasis model, the indicated 4T1 cell population was implanted orthotopically, as above, and the extent of metastasis was then assessed in two distinct groups of mice; that is, the primary tumor remained intact or was surgically removed. In terms of the former setting, when tumor volume approached ethical limits or mice showed signs of morbidity, lungs were removed and analyzed for metastasis histologically. In terms of the latter setting, when primary tumor volume approached 90–120 mm^3^, the primary tumor was surgically resected, and mice followed for ethical endpoints of survival. Mice with primary tumor re-growth were excluded from this analysis.

### Staining lung tissue

India ink was used to visualize lung tumor nodules [47]. Mice were euthanized and the ink solution injected through the trachea. Ink-filled lungs were then retrieved and subsequently fixed using Fekete's solution. Tumor nodules appeared white against an otherwise black background. Nodules were counted under a dissecting microscope.

### Clonogenic assays

Lung tissue from tumor-bearing mice was digested with collagenase (1 mg/ml) plus hyaluronidase (0.1 mg/ml) to form single cell suspensions. Varying dilutions of cell suspensions were then plated in 6-well plates in culture media containing 60 μM 6-thioguanine, as described [48]. The cells were allowed to form colonies over a period of 1–2 weeks based on gross inspection under the microscope. Cells were then fixed with 100% methanol, stained with crystal violet (1%, w/v) and colonies quantified under the microscope.

### Proliferation and viability assays

Assays were performed by ^3^H-thymidine incorporation. Cells were plated at varying concentrations in 96-well plates and then incubated for 24 hours. Cells were pulsed with ^3^H-thymidine (1 μCi per well) for 6 hours and collected using a 96-well cell-harvester, followed by radioactivity quantification using liquid scintillation spectroscopy.

### Flow cytometry

Tumor cells were stained using antibodies directed against H-2K^d^ and then analyzed by flow cytometry using the FACSCalibur (Becton-Dickinson, San Jose, CA). Intracellular staining for IRF8 expression (C-19 antibody; Santa-Cruz, Santa Cruz, CA) was performed, as described [17]. After incubation with the primary antibody, cells were stained with a FITC-conjugated rabbit anti-goat IgG secondary antibody (Jackson Immunoresearch, West Grove, PA). To control for nonspecific IRF8 staining, a matched sample was incubated with an IRF8 blocking peptide (Santa Cruz) for 2 hours prior to staining, as described by the manufacturer. All image analyses were performed using an Image Stream flow cytometer (Amnis, Seattle, WA, USA), as described [49]. Specific IRF8 reactivity was determined by correcting for the difference between the unblocked and blocked samples. Kolmogorov-Smirnov statistics, which is a nonparametric test to measure the difference between two sample distributions, generated ‘D-value’ scores ranging from 0 (i.e., no difference) to 1 (i.e., maximum difference). Following data acquisition, the spatial relationship between IRF8 and nuclear images was also measured using the ‘Similarity’ feature in the IDEAS^®^ software package. The similarity score, a log-transformed Pearson's correlation coefficient between the pixel values of two image pairs, provides a measure of the extent of nuclear localization of IRF8 by calculating the pixel intensity correlation between IRF8 reactivity and DAPI images. Cells with low similarity scores exhibit no correlation between the images (corresponding with a predominant cytoplasmic distribution), whereas cells with high similarity scores exhibit a positive correlation between the images (corresponding with a predominant nuclear distribution). The relative shift in this distribution between two populations (e.g., unblocked vs. blocked) was calculated using the Fisher's Discriminant ratio (‘Rd-value’).

### ELISA

Tumor cells (2 × 10^6^) were plated overnight. After incubation, cell-free supernatants were collected and total secreted MMP3 was measured by Quantikine ELISA kit from R&D Systems (Minneapolis, MN) according to the specified protocol.

### Western blot analysis

The indicated cell lines (3 × 10^6^ cells) were plated overnight. Protein lysates were generated in RIPA buffer (Santa Cruz, Dallas, TX) supplemented with protease inhibitors (100X Halt protease cocktail mix, Thermo Fisher Scientific, Waltham, MA). Total protein was measured by the BCA assay (Thermo Fisher Scientific). Proteins were then separated by 10% gel electrophoresis, followed by transfer to nitrocellulose membrane (Bio-Rad, Hercules, CA). Membranes were incubated sequentially with mouse anti-MMP3 antibody (1:500 dilution; Abbiotech, San Diego, CA) or rabbit anti-IRF8 (Cell Signaling, Danvers, MA) and detected using HRP-conjugated secondary antibody (1:5000 dilution; Promgea, Madison, WI). Bands were visualized by exposure to Chemi-luminescent substrate (Thermo Fisher Scientific). The blot was then stripped and probed again for total actin using anti-mouse anti-actin antibody (1:2000 dilution; Promega).

### Zymography

MMP9 activity was measured by zymography. Briefly, 2 × 10^6^ cells were seeded in 6-well plates and incubated overnight in culture medium. Cell-free supernatants were collected and electrophoresed in 10% polyacrylamide gel containing gelatin (precast gels; Bio-Rad). The gel was then treated successively with renaturation and development buffers (from Bio-Rad), as described [50]. MMP9 activity was revealed by degradation of gelatin within the gel. This was evident by the appearance of a band corresponding to the molecular weight of a protein fragment generated by MMP9-mediated digestion of gelatin. Protein bands were visualized by staining with Coomasie blue 250 (Bio-Rad). Gels were then dried and scanned, and the relevant bands analyzed by densitometry using Image J software (NIH).

### Luciferase assay

Cells were plated at a concentration of 2 × 10^5^/well in 24-well plates and co-transfected with 0.5 μg of mouse MMP3 promoter plasmid (or empty vector) and 100 ng of Renilla plasmid, as described earlier using Lipofectamine 2000. Promoter assays were performed using a luciferase-reporter construct driven by a 1.3 kb fragment of the mouse MMP3, kindly provided by Dr. Andreas Kolb (University of Aberdeen, UK [36, 37]). In the case of transfecting cells with multiple expression plasmids concurrently, cells were incubated with the MMP3 promoter construct, full-length mouse IRF8 cDNA, full-length mouse PU.1 cDNA or the respective empty vector control plasmid (i.e., pcDNA3.1 for IRF8 or pCMV for PU.1). Each DNA component was used at 0.5 μg. In all cases, promoter activity was measured ~24 hours post-transfection using the Dual-luciferase reporter assay system (Promega). Relative activity was calculated by determining the ratio of Firefly to Renilla luciferase.

### Invasion assay

A basement membrane-coated chamber system was used to determine relative motility/invasion capacity (Cytoselect Cell invasion assay kit, Cell Biolabs, San Diego, CA). Tumor cells were cultured under serum-starved conditions from 6–24 hours. Cells were then re-plated in serum-free medium at 3 × 10^5^ cells per well inside the invasion chamber, whereas 10% FBS-containing media was added to the outside well as a chemo-attractant. After 48 hours of incubation, non-invaded cells were wiped from the inside chamber. Cells that had invaded the membrane were stained and quantified according to the manufacturer's protocol. Where indicated, the broad spectrum MMP inhibitor, GM-6001 (25 μM) (EMD Millipore, Billerica, MA) was added at the start of the assay.

### RNA analyses

Total RNA was extracted from cultured cells or freshly harvested tumor tissues by use of a RNA extraction kit (Qiagen, Valencia, CA). One microgram of RNA of each sample was then converted to cDNA by iScript cDNA synthesis kit (Bio-Rad; 50°C for 50 min, 85°C for 5 min). The cDNA was then used for PCR amplification using specific primer sets (initial denaturation at 94°C for 2 min, cycle denaturation 94°C for 30 sec, annealing at 60°C for 30 sec, extension at 72°C for 1 min, repeated for 30 cycles followed by final extension at 72°C for 10 min). PCR products were run on a 2% agarose gel stained with ethidium bromide and visualized under UV light using Bio-Rad Gel-doc system. Quantitative RT-PCR was performed using SYBR-Green (Life-Technologies, Carlsbad, CA) and Bio-Rad DNA engine real-time PCR system. Data were quantified by the ΔΔCt method using the formula-fold change = 2^−ΔΔCt^. All results were then reported as the ratio of the specific mRNA signal normalized to the expression of the housekeeping gene, GAPDH. The primers sets used for the PCR reactions were as follows:

**Table:** 

IRF8 (GenBank:NM_008320)	Fwd 5′CGTGGAAGACGAGGTTACGCTG 3′ Rev 5′ GCTGAATGGTGTGTGTCATAGGC 3′
MMP3 (GenBank:NM_010809)	Fwd 5′ ACTCTACCACTCAGCCCAAGG 3′ Rev 5′ TCCAGAGAGTTAGACTTGGTGG 3′
GAPDH (GenBank:NM_008084)	Fwd 5′ CATCACCATCTTCCAGGAGCG 3′ Rev 5′ ACGGACACATTGGGGGTAGG 3′
β-actin (GenBank:NM_007393)	Fwd 5′ ATTGTTACCAACTGGGACGACATG 3′ Rev 5′ CTTCATGAGGTAGTCTGTCAGGTC 3′

### Histology

4-μm sections were cut from formalin-fixed, paraffin-embedded tumor or lung tissues. Specimens were stained with hematoxylin and eosin (H&E) for histologic analyses. Metastatic lesions were recorded and quantified in a blinded fashion by the pathologist (PNB, a coauthor).

### Chromatin Immunoprecipitation (ChIP) assay

Cells were plated at a concentration of 20 × 10^6^/plate, formalin-fixed (1%) for 10 minutes and then treated with glycine to stop the cross-linking reaction. Cells were lysed using the Santa Cruz ‘cell lysis buffer’ and sonicated (10 pulses each for 10 cycles) in Santa Cruz high salt buffer containing protease inhibitors. DNA concentration was measured after the extraction and reverse cross-linking of sonicated DNA. Sonicated DNA (50 μg) of each preparation was then used for subsequent immunoprecipitation reactions. Accordingly, protein-bound chromatin was immunoprecipitated either using rabbit IgG or the following ChIP-certified antibodies: IRF8 (1:50; Cell Signaling), PU.1 (1:50; Thermo Scientific) or phospho-STAT3 (pY705; 1:50, Cell signaling). Subsequent elution of the antibody-protein complex and reverse cross-linking was performed using the Active Motif CHIP-IT kit (Carlsbad, CA). Eluted genomic DNA was PCR-amplified for using primer sequences surrounding the putative ISRE sequence −1137 bp downstream of the transcriptional start site of mouse MMP3 promoter. To that end, the MMP3 promoter sequence (up to 2 kb from the start site) was obtained from EPD (Eukaryotic Promoter database: http://epd.vital-it.ch/) and then visually inspected for putative ISRE sequences see Suppl. Fig. 1, as reported [51]. Primer pairs flanking the putative ISRE region were as follows:

**Table:** 

−1137 bp	Fwd 5′ AGACCTGTTTTTGAGTGGTCTTT 3′
	Rev 5′ TTTCTCACATTTTCTTTCTGTGC 3′

In addition, the DNA immunoprecipitated with anti-IRF8 or PU.1 antibodies from CMS4 or 4T1-IRF8^hi^ cells was PCR-amplified and subjected to Sanger sequencing (RPCI Genomic Core Facility) to identify the existence of the putative IRF8 binding site. Primer pairs for the PCR and subsequent sequencing reactions, which encompassed a region of 358 bp surrounding the putative binding site, were as follows:

**Table:** 

	Fwd 5′ CACCAAGCACAACCCTTATTC 3′
	Rev 5′ GCTGTCGATGAGAGTCACATTA 3′

### Electrophoretic mobility shift assay

Nuclear lysates was prepared from CMS4-SC cells using the NE-PER kit (Thermo Scientific). Oligonucleotides flanking the putative IRF8 binding site of the MMP3 promoter region were designed reflecting either the wild-type sequence or a mutant version containing insertions at both GGAA and GAAA sites (see below). The corresponding oligonucleotide sequences were then dimerized and labeled with ^32^P (forming a double-stranded phosphorylated probe), followed by incubation for 15 minutes with the cellular lysates. After running the samples onto TBE gels, the gels were dried and exposed to X-ray film overnight to visualize the migration patterns.

**Table:** 

Wild-type	Fwd 5′ GAGAACTCGGAATGGAAATGGATGCC 3′
	Rev 5′ CTCTTGAGCCTTACCTTTACCTACGG 3′
Mutant	Fwd 5′ GAGAACTCGGTGAATGGACTAATGGATGCC 3′
	Rev 5′ CTCTTGAGCCACTTACCTGATTACCTACGG 3′

### Statistical analyses

For comparisons between control and experimental groups, data were expressed as the mean ± SEM for the indicated number of mice or experiments. Statistical analysis was determined using two-tailed unpaired *t*-tests or Log-rank test for survival. *P*-values less than 0.05 were considered significant.

## SUPPLEMENTARY FIGURES AND TABLE

# Supplementary material for: MMP3-Mediated tumor progression is controlled transcriptionally by a novel IRF8-MMP3 interaction
**Source:** Oncotarget. 2015 May 8;6(17):15164–79. doi: 10.18632/oncotarget.3897
**Supplement:** Supplementary file 1

SUPPLEMENTARY FIGURES AND TABLE

Mouse MMP3 promoter -1300 to +1

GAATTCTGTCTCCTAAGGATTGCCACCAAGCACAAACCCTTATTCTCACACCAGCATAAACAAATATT
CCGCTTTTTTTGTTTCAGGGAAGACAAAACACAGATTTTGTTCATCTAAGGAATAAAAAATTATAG
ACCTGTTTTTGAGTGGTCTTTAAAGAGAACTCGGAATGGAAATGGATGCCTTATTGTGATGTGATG
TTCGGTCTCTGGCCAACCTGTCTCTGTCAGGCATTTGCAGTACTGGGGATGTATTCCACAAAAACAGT
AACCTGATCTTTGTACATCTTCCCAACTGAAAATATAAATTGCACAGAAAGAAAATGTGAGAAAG
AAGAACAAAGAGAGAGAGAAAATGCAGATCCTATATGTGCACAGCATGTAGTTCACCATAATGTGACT
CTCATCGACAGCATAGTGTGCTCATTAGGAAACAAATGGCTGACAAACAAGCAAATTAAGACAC
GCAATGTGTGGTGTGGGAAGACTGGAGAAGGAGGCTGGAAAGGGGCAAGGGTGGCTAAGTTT
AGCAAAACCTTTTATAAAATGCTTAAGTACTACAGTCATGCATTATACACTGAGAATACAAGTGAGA
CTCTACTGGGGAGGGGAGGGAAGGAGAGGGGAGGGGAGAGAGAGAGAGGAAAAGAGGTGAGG
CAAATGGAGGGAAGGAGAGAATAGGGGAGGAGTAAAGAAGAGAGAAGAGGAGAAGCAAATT
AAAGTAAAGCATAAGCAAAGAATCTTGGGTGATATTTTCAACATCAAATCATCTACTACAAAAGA
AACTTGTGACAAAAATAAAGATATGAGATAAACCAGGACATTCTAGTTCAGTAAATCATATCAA
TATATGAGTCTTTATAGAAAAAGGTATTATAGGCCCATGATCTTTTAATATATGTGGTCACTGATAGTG
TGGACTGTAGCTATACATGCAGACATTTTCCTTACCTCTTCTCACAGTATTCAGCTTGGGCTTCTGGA
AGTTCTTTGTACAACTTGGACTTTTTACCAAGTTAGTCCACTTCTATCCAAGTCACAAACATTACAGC
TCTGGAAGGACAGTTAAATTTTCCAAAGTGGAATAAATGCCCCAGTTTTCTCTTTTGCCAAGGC
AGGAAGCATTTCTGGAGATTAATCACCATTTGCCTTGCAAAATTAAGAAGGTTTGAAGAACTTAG
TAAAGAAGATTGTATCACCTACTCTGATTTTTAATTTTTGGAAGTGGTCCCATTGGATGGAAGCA
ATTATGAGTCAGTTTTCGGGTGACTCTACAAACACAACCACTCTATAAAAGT

Supplementary Figure S1: Mouse MMP3 promoter region showing location of the putative ISRE region at -1137 relative to the transcription start site (TSS). The first base of the TSS is underlined in a brick red, and the underlined sequence shown in bright red reflects the putative binding motif for IRF8.

Sequencing after PCR amplification of immunoprecipitated DNA:

CMS4 cell line, IP product with IRF8 Antibody

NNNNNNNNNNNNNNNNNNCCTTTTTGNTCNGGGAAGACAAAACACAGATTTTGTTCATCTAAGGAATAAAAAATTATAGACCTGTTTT
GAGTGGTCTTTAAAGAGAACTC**GGAATGGAA**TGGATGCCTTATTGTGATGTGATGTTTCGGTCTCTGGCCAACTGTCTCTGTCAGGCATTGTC
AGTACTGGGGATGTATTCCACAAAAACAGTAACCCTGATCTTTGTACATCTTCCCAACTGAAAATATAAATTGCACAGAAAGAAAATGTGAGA
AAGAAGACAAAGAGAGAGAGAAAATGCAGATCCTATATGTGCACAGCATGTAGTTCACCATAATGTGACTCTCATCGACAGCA

4T1-IRF8 cell line, IP product with IRF8 Antibody

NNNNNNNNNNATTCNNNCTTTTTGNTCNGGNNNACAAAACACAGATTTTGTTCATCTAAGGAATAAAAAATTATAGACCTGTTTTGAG
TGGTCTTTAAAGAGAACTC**GGAATGGAA**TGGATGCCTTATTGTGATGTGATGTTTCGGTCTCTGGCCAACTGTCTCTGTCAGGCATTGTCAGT
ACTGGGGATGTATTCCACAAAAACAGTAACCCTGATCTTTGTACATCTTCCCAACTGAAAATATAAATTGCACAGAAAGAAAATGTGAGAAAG
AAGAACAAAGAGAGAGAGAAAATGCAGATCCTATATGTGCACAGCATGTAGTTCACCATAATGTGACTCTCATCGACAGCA

CMS4 cell line, IP product with PU.1 Antibody

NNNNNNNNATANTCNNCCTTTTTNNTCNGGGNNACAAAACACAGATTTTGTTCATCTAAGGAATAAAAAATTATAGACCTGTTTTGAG
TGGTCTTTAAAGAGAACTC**GGAATGGAA**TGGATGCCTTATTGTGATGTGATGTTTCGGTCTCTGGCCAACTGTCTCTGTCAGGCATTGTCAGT
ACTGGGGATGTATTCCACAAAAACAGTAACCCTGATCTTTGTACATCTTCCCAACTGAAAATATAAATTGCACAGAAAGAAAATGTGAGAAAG
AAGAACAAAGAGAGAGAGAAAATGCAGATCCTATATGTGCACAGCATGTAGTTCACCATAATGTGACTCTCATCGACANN

4T1-IRF8 cell line, IP product with PU.1 Antibody

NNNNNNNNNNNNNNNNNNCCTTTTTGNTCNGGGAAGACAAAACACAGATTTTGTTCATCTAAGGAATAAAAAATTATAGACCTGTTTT
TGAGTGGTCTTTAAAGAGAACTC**GGAATGGAA**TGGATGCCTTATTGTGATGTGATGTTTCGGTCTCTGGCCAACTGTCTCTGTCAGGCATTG
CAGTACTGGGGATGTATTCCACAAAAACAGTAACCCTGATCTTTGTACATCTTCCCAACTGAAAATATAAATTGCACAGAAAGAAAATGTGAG
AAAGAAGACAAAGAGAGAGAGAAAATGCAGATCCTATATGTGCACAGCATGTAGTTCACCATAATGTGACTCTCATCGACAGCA

Supplementary Figure S2: Sanger sequencing of the DNA immunoprecipitated with anti-IRF8 or PU.1 antibodies, followed by PCR amplification. The presence of the putative binding site in each of the indicated sequences is highlighted in a darker (brick) red.

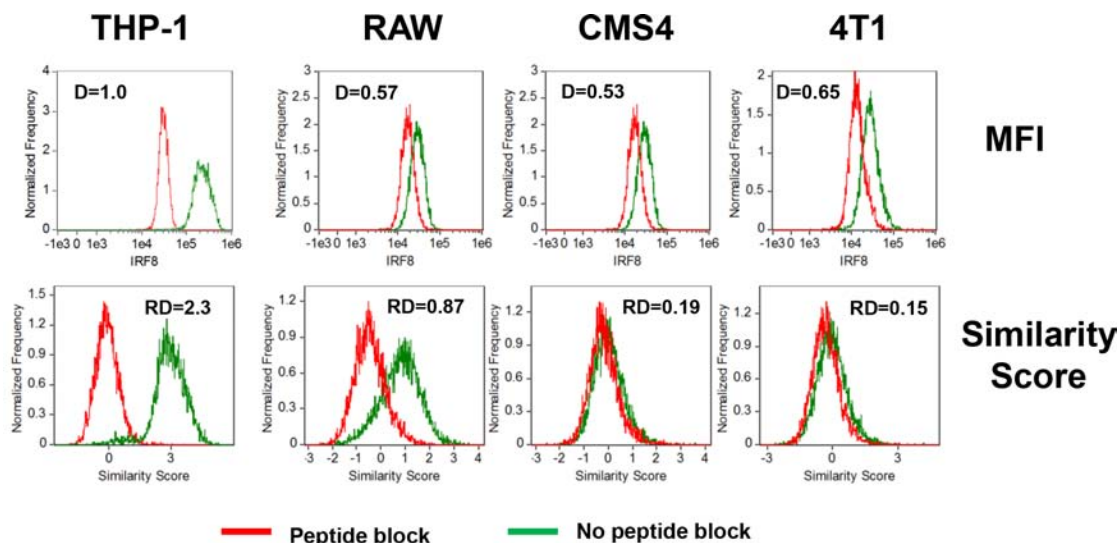

Summary

	MFI _{NoBlock}	MFI _{Block}	Δ MFI*	D-value**	Rd-value***
THP1	241,681	31,143	210,538	1.0	2.3
Raw	31,283	18,371	12,912	0.57	0.87
4T1	31,039	14,941	16,098	0.53	0.19
CMS4	34,906	20,088	14,818	0.65	0.15

* Δ MFI: measurement of specific binding of IRF8 antibody

**D-value: measurement of % IRF8 positive cells (1.0 = 100%)

***Rd-value: measurement of nuclear localization of IRF8

Supplementary Figure S3: Image Stream analysis of the distribution of intracellular IRF8 within the cytoplasm or nucleus, as shown in CMS4 or 4T1 cells, in addition to human monocytic THP-1 or mouse macrophage RAW 264.7 cells (top). (Bottom) Summary of data based on D- and Rd-values. Refer to Materials and Methods for experimental details.

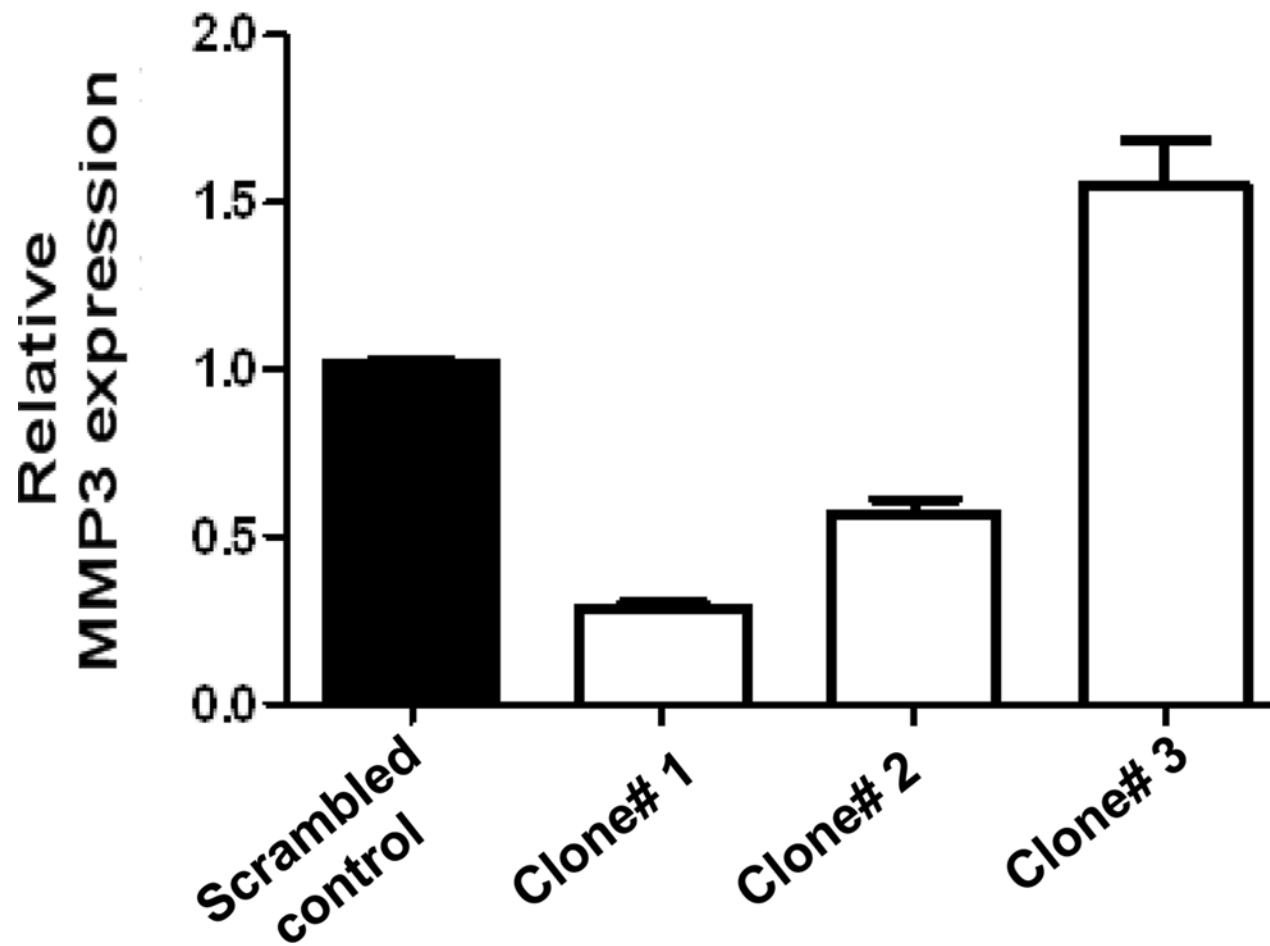

Supplementary Figure S4: Parental CMS4 cells were stably transfected with three separate shRNA-MMP3 constructs or a scrambled control (SC) sequence and the effect of transfection on MMP3 expression was measured by qPCR analyses.

Local tumor growth assay:

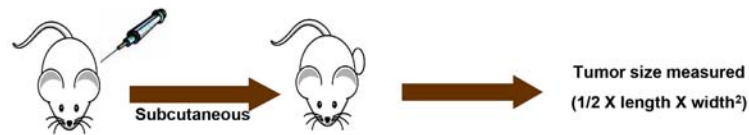

Experimental lung metastasis assay:

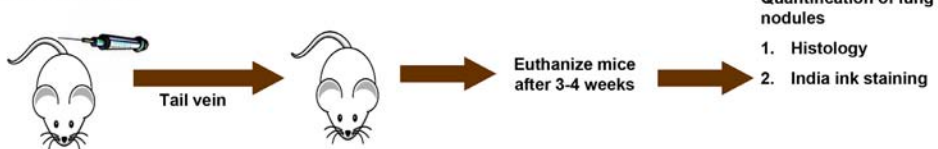

Spontaneous metastasis assay:

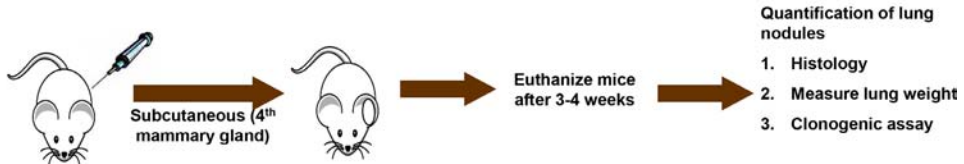

Spontaneous metastasis assay: post-surgery:

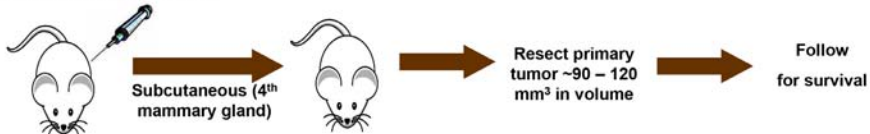

Supplementary Figure S5: Schema reflecting the various *in vivo* tumor growth assays used in this study.

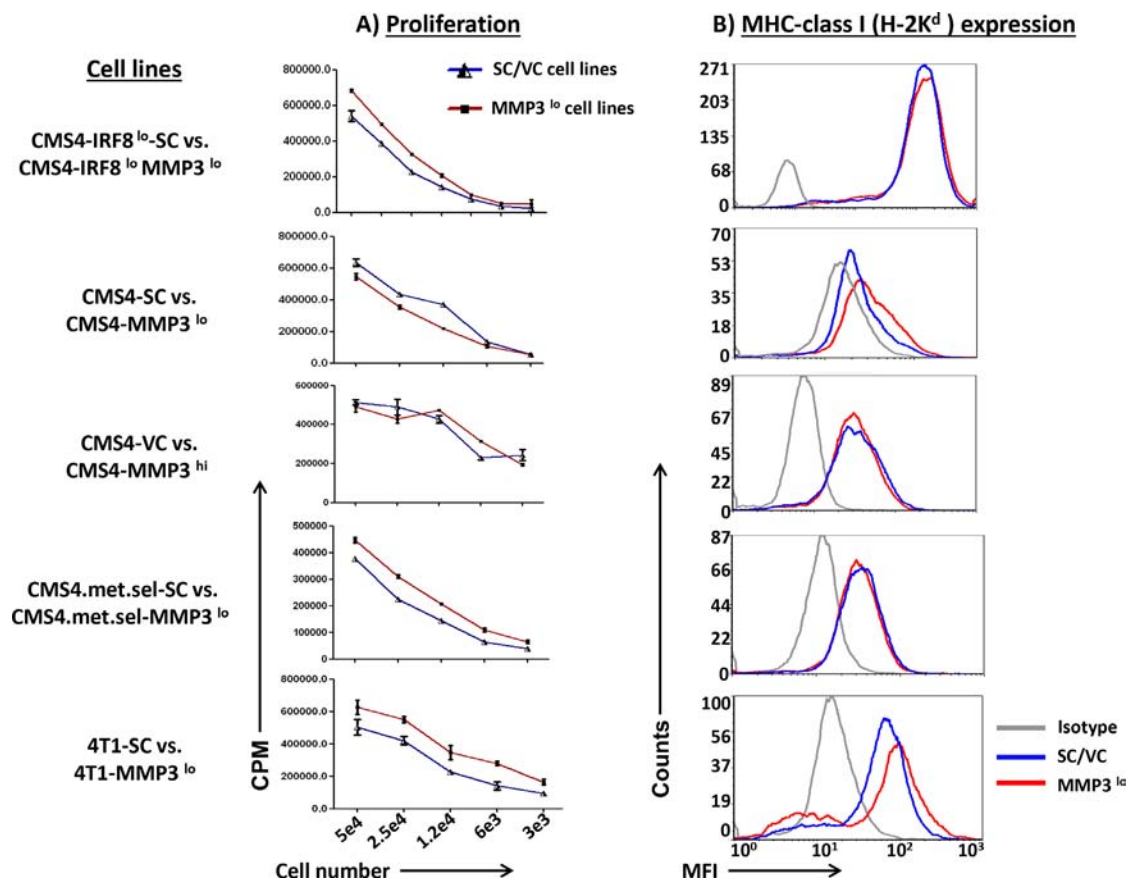

Supplementary Figure S6: Effect of MMP3 knockdown on tumor cell proliferation *vitro* or expression of MHC class I H-2K^d. **A.** Indicated tumor cell lines were analyzed for the effect of altering MMP3 and/or IRF8 levels on tumor cell proliferation, as measured by a ³H-thymidine uptake assay. **B.** Cell surface expression of the MHC class I molecule, H-2K^d was analyzed by flow cytometry. Gray line represents staining with the isotype-control antibody.

Supplementary Table S1. Genes Under-or-Overexpressed in 4T1-MMP3^{lo} vs. 4T1-SC Cell Populations^a

Gene Symbol	Fold-change	P-Value
Tacstd2	-6.24601	0.000257
Baiap211	-4.33928	0.000286
Rbm35a	-3.60367	0.00124
C130090K23Rik	-3.45936	0.003261
Itgb6	-3.44917	0.000207
Inhba	-3.42987	0.001082
Cldn4	-3.39824	0.001095
Rab25	-3.15319	0.004421
Ap1m2	-3.08171	0.000304
Moxd1	-2.9161	0.002954
Lamc2	-2.79129	0.0026
Nuak1	-2.61716	0.000431
Col7a1	-2.55024	0.001098
BC065085	-2.51123	0.004582
Pcytlb	-2.50124	0.000175
Las1l	-2.48847	0.00073
Rhox5	-2.48442	0.000602
Bnc1	-2.37457	0.000408
Rab32	-2.3601	0.000466
F2rl1	-2.26782	0.00012
Il24	-2.26085	9.80E-07
Tmem54	-2.23405	0.000599
Nox4	-2.18823	0.000177
Sfrp1	-2.17453	0.007577
Fermt1	-2.16986	0.000207
Chst7	-2.06831	0.001582
Mrgprb2	-2.05146	0.002406
Serpina3h	-2.02433	0.001899
Gstm2	2.008708	0.000228
Plscr4	2.014739	0.002958
S100a4	2.021982	5.43E-05
Fah	2.031953	2.29E-05
Mt1	2.033249	0.001043

(Continued)

Gene Symbol	Fold-change	P-Value
A530050E01Rik	2.050155	4.43E-05
Otop1	2.050507	6.24E-05
Uap111	2.0597	0.002218
Il11ra1	2.071489	9.40E-06
Glipr2	2.146918	0.001204
Cdc42ep3	2.189779	0.001641
Aqp1	2.203865	0.005566
Eno2	2.21411	0.001507
4632417K18Rik	2.235607	0.007009
Sema7a	2.273728	0.007243
Cd74	2.280985	0.000148
Gchfr	2.357398	2.13E-05
Bmp7	2.358297	4.55E-05
Ybx3	2.519784	0.002144
Amigo2	2.526621	5.70E-05
Krt17	2.568909	0.005863
Maged2	2.717067	0.000511
Plekho2	2.777886	0.000131
Dab2	2.791985	0.000334
Ccl5	2.797315	8.96E-06
Olfm1	2.848912	0.000271
Sdpr	2.974933	0.00266
Gpnmb	3.260045	0.002143
Chchd10	3.433784	0.007338
Emp3	3.941261	0.002666

^aSamples tested in biologic triplicates and results reported as > 2-fold-change (up or down) with *P* values < 0.01. Green and red represent genes under- or overexpressed, respectively.

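Table S1 lists genes by the fold change between 4T1-MMP3lo and 4T1-SC cells, with 28 lower and 30 higher in 4T1-MMP3lo. The paper's text names no normalization or probe filter for it. Probes of 50 of its 58 genes are named on the array annotation and were detected. In the re-computed values all 50 had the direction of the table, 23 of them lower and 27 higher in the arrays labelled 4T1-MMP3lo, and 49 passed its thresholds. At an adjusted p under 0.05 from limma, 20 fell and 18 rose (49 adjusted over the list alone), which is not independent evidence because the table was chosen on these arrays. The exception at the thresholds, chosen after its value was seen, was Ybx3, a DNA- and RNA-binding protein, with a log2 fold change of 0.47 (standard error 0.25, n = 3 cultures per group, adjusted p = 0.526 from limma). Its probes ranged from −0.16 to 0.47. The other 8 genes of the table have no named probe and are not covered.

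Of the genes with the largest folds in the table, Esrp1, a splicing regulator of epithelial cells, fell by 1.95 on the log2 scale (standard error 0.34, adjusted p = 0.042 from limma). The membrane protein Emp3 had a log2 fold change of 2.30 (standard error 0.48, adjusted p = 0.0779, or 0.0319 with the replicate number as a block). The mitochondrial protein Chchd10 had one of 2.15 (standard error 0.51, adjusted p = 0.114, or 0.0174 with the block) and the caveolar protein Cavin2 one of 1.77 (standard error 0.36, adjusted p = 0.073, or 0.0319 with the block). Across the 50 genes, the log2 fold changes correlated with those of the table at r = 0.963. The table holds only changes of more than 2-fold in either direction, and all 50 kept their sign. Such an r is therefore high whatever the agreement in size within a direction. In size, 48 of the 50 were larger here than in the table, and genes are not independent replicates.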

How the deposited data were processed for this re-analysis (not part of the article)

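Total RNA of 6 cultures of the mouse mammary carcinoma line 4T1 was hybridised to MouseWG-6 bead arrays, 3 cultures of cells with a scrambled control hairpin (4T1-SC) and 3 of cells with a hairpin against Mmp3 (4T1-MMP3lo). The authors deposited the scanner intensity of every probe on every array, on a linear scale. These intensities had no background subtraction or normalization between arrays visible in them. The software that made them is not stated. The authors deposited beside each intensity a detection p-value, which falls as the intensity rises. They also deposited a table of log2 values of the same arrays. Each of its columns had the rank order of the same array's intensities (rank correlation 1), its medians were 6.74786, 6.74674 and 6.74674 for 4T1-SC replicates 1 to 3 and 6.7471, 6.74674 and 6.74674 for 4T1-MMP3lo replicates 1 to 3, and no column lay more than 0.00627 from the mean over arrays of the sorted log2 intensities. It therefore holds log2 intensities that the authors quantile normalized with no background correction and no centring of genes. Their method and tool are not stated.

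From the intensities and detection p-values, neqc of limma 3.58.1 in R 4.3.3 made background-corrected, quantile-normalized log2 values with an offset of 16. Of the 45281 probes, 34885 have 1 gene symbol in the array's annotation, 18 have several and 10378 are not listed there and so are unnamed. Symbols were updated through the reference gene tables, 34807 by gene identifier and 11 by accession, with 67 kept as they stood, and 10 changed. Probes detected at p under 0.05 on at least 3 of the 6 arrays, whatever their group, were kept. Of these 16969 probes, 14759 have 1 symbol, 5 have several and 2205 are unnamed. The brightest probe stood for each gene, which gave 9348 genes, 5701 with 1 probe and 3647 with more. Groups were compared with limma's lmFit and eBayes, and p-values were adjusted with the Benjamini-Hochberg method over the genes tested. "Rose" and "fell" mean an adjusted p under 0.05. Counts past the paper's thresholds use more than 2-fold and an unadjusted p under 0.01. Highest intensities were 20449.5 to 20924, and 36.93% to 38.75% of probes were detected on an array. For arrays their number, 3 in each group, limits the precision. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

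The sample labels give the same day to 1 culture of each group, and these pairs carry the same replicate number. The deviations of same-numbered arrays from their group means correlated across genes at 0.443, 0.213 and 0.284, all above 0.1. Replicates 2 and 3 were not told apart, since the crossed pairs gave 0.235 and 0.309. The correlations therefore pair only the arrays of replicate 1, and the pairing of replicates 2 and 3 rests on the labels. The main comparison has no block, and the block is an alternative.

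The design, the alternatives, the gene lists and the rule for the genes named were fixed before the data were examined, except where the text says otherwise. The values of Table S1 had been read by then. The genes named are 11 that the paper measures in 4T1 cells or cites for a mechanism, the 5 with the largest fold in each direction in Table S1, the 10 with the largest log2 fold change in each direction among those at an adjusted p under 0.05 that went the same way in all 3 pairs, and in each list up to 4 members with the largest change at an adjusted p under 0.05 or else the 2 with the largest change. Of 63 genes named so, 25 had more than 1 probe and 7 had probes of both signs. The 21 lists cover epithelial genes, mesenchymal genes, cell cycle, MHC class I, MHC class II, interferon response, cytokines, basement membrane and matrix, integrins, matrix metalloproteinases, the TGF-β superfamily, the EGF family, Wnt targets, coagulation, hypoxia and glycolysis, oxidative stress, apoptosis, and markers of leukocytes, fibroblasts, endothelial cells and basal or squamous cells. Table S1 genes were left out of them where their lists would have held them, but their themes were chosen after Table S1 had been read. The 16 lists with at least 5 measured members were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation.

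The steps were tested on simulated data with the arrays' own means and 200 changed genes in the comparison of 4T1-MMP3lo with 4T1-SC. With each gene's own noise and 11296 genes in the step, 29% of genes changed by 1 on the log2 scale and 75% of those changed by 2 were recovered, with 3 false calls among 107. With the median noise for every gene and 11313 genes in the step, 67.7% and 94.9% were recovered, with 5 false calls among 165. The simulated noise was independent between probes and arrays and held no effect of a day. The measured arrays have such a structure, so that these counts of false calls do not carry over to them.

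The alternatives were no background correction, the authors' normalized table, an offset of 50, a shift of each array to the same median, no detection filter, a filter at a detection p under 0.01, the mean of all probes of a gene, a variance trend with robust estimation, array weights, the replicate block, the unpaired test, with both tails, of the paper's statistics section, the estimated correlation for lists, and leaving out each array in turn. Leaving out an array kept the normalization and the filter. Replicates 2 and 3 of each group alone were added after the data were seen. Genes with no named probe were left out because the annotation does not name them.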

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

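The tests of single arrays, of cells of another type, of a shift of a whole day and of other splits of the arrays were chosen in advance, and the tests of RNA of the other group, of a mixture, of a faulty probe and of swapped labels were chosen only after the result was seen. Of the 102 genes at an adjusted p under 0.05 from limma, 64 are not in Table S1. The lists that follow leave out the genes of Table S1, which holds some of their kind (S100a4, Gstm2, Mt1 and Eno2), and what drew attention to them is a signal in genes outside that table. Mesenchymal genes were higher as a list in the arrays labelled 4T1-MMP3lo (adjusted p = 0.00717 from camera; adjusted p = 0.527 with an estimated correlation; 0.503 with no detection filter; 0.00015 to 0.527 over all alternatives), with medians of 0.119, 0.634 and 0.848 in the pairs of replicates 1, 2 and 3. Genes of oxidative stress were higher as a list (adjusted p = 0.0133 from camera; adjusted p = 0.393 with an estimated correlation; 0.111 without 4T1-SC replicate 1; 0.000857 to 0.393 over all alternatives). Genes of hypoxia and glycolysis were higher as a list (adjusted p = 0.0411 from camera; adjusted p = 0.969 with an estimated correlation; 0.844, 0.145 and 0.0618 without 4T1-SC replicate 1, 4T1-MMP3lo replicate 2 or 4T1-MMP3lo replicate 3; 0.114, 0.0628, 0.458 and 0.522 with the median shift, no detection filter, array weights, and replicates 2 and 3 alone; 0.000969 to 0.969 over all alternatives).

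Epithelial genes outside Table S1 were lower in the arrays labelled 4T1-MMP3lo (adjusted p = 5.36e-12 from camera; adjusted p = 0.393 with an estimated correlation), a signal in genes outside that table, of which the paper speaks of E-cadherin (Cdh1) as part of a proposed mechanism. A single array as its cause is argued against by the list medians of the 6 comparisons that leave out 1 array, −0.789 to −0.413. The highest adjusted p over these was 3.28e-09 from camera. It rests on the preset correlation, and no comparison that left out an array was run with an estimated one. Leukocytes, fibroblasts or endothelial cells in these cultures are argued against by the detection of their markers. Cells of other types were not covered by this test. Of 38 with a named probe, 24 were not detected on any array, among them the abundant transcripts Col1a1, Lyz2 and Ptprc. The fibroblast markers Col1a2 and Col3a1 were detected on 1 array each and Dcn on 2. Of 8 measured, 0 rose (0 percent). That count alone says little, since 0 of the 13 measured mesenchymal genes, with a median of 0.744, rose either. The fibroblast markers Fbln1 and Pdgfra had log2 fold changes of 0.85 and 0.93 (unadjusted p = 0.00324 and 0.0726 from limma). Fbln1 passed the test over the list alone, and a small share of such cells is not excluded. A difference between the cell populations that arose when they were selected stays open and was not tested, as does an effect of the hairpin; the labels of the 4T1-MMP3lo arrays carry a suffix that could name a clone of cells or the hairpin construct, and in the first case the 3 arrays are cultures of 1 clone. Mmp3 was not lower in these arrays.

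Mmp3 was not lower in the arrays labelled 4T1-MMP3lo. A single faulty probe is argued against by its 3 probes, all detected on all 6 arrays, whose log2 fold changes span 0.145, less than their standard errors. Labels swapped on some of the days are argued against by the 115 of 137 genes (83.9 percent), picked from replicates 2 and 3 and more than 2-fold apart in replicate 1, that differed the same way there; the bound set first, over 75 percent of all picked genes with the same sign, was missed at 72.7 percent, and the deciding share was added after that was seen. Labels swapped on all days would put Mmp3 more than 2-fold higher, and the upper bound of its log2 fold change was 0.593 with the replicate number as a block, although 1.59 without it. A loss of the knockdown in the arrayed cultures stays open and was not tested.

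On the first principal component, the array of 4T1-SC replicate 1 lay nearer to the arrays labelled 4T1-MMP3lo than the other 4T1-SC arrays did. By correlation across probes it was the nearest 4T1-SC array only to 4T1-MMP3lo replicate 1 (r = 0.978). With 4T1-MMP3lo replicates 2 and 3 it correlated at 0.961 and 0.963, below 4T1-SC replicate 3 at 0.970 and 0.969. For RNA of 4T1-MMP3lo cells in place of that of 4T1-SC replicate 1, about 50 percent was expected, against the same 83.9 percent. The bound set first, a lower quartile of the ratio of differences above 0.25, was missed at −0.04. The share was added after that was seen. Genes that change together could give other shares in 1 pair of arrays of the same cells, so that this share cannot decide. Of 26 interferon genes, 22 (84.6 percent) were lower in 4T1-SC replicate 1 than in every array labelled 4T1-MMP3lo. For these genes that argues against a mixture of both groups alone. A mixture beside a separate change of interferon genes is not excluded. Over 593 genes picked from replicates 2 and 3, this array lay at a median of 0.595 (quartiles 0.19 and 1.03) between their groups. This is the share of the way from 4T1-SC, and a mixture would also lie between. A shift of the whole day, equal in both groups, would leave the difference in replicate 1 as it is in replicates 2 and 3. The median ratio of the first to the second was 0.262 (quartiles −0.04 and 0.59) over 593 genes. These genes were picked for large differences in replicates 2 and 3, which by itself lowers the ratio, so that it cannot decide. Replicate 1 differed from the rest of its group in interferon genes by a median of −2.14 in 4T1-SC and 0.0243 in 4T1-MMP3lo. For these genes the shift was not equal. A culture condition that differed for this culture alone stays open and was not tested.

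The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05, so that each count below is only set beside the highest of the other splits. Past the paper's thresholds there were 253 genes against 101 at most in another split (1 split of 10 gave as many as the real one, itself). At an adjusted p under 0.05 there were 102 against 0 (1 of 10). For the genes of Table S1, the count of a split is the larger of those with the table's direction and those against it. That count was 50 against 50 in another split (2 of 10), and 49 against 0 passed the thresholds (1 of 10). The table was chosen at these thresholds on the real groups, so that its counts cannot tell the real groups from other splits. Camera called 4 lists against 11 (6 of 10), and the splits with 9 to 11 lists all put both arrays of replicate 1 in the same group, which points to a structure of the arrays by day; with the replicate number as a block 5 lists were called. Of the other 3 splits that part every pair, the highest count past the paper's thresholds was 36, and 0 genes passed an adjusted p under 0.05. In these splits up to 50 genes of Table S1 went together, either all with the table's direction or all against it, and 0 passed the thresholds. Up to 4 lists were called in them, as many as with the real groups.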

How the results depend on the processing

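All 102 genes at an adjusted p under 0.05 kept their sign and an unadjusted p under 0.05 in every alternative, and all 50 measured genes of Table S1 kept their direction. Their number past the paper's thresholds ran from 35 (the methods' t-test) to 49. The count of 253 genes past those thresholds became 64 with no background correction, 74 with the authors' normalized table, 120 with an offset of 50, 519 with array weights, 120 with the methods' t-test, 181 to 573 leaving out 1 array, and 593 with replicates 2 and 3 alone, an alternative chosen after seeing the data. The count of 102 at an adjusted p under 0.05 became 9, 12, 38, 3112, 0, 0 to 1005 and 1013 under the same settings in that order, 30 with no detection filter and 193 with the replicate block; other settings stayed within 1.5 times. The methods' t-test left 1055 genes at an unadjusted p under 0.05. Camera's 4 lists became 0 with an estimated correlation and 3 to 6 otherwise, 3 to 4 leaving out 1 array. Mmp3's log2 fold change was 0.000199 with the mean of all probes, 0.20 with array weights, 0.36 with replicates 2 and 3 alone, and −0.55 to 0.86 leaving out 1 array, past the threshold in none. Other genes that changed sign had values near 0 and no call. With the median shift Gapdh had −0.0017 and H2-DMa 0.0076. With the mean of all probes H2-DMa had 0.14, Actb −0.0323 and Ctnnb1 −0.0384. With array weights Gapdh had −0.12 and Rac1 −0.0456. Leaving out 1 array, Gapdh ran from −0.0545 to 0.12, H2-DMa from −0.24 to 0.17 and Ctnnb1 from −0.27 to 0.26. With replicates 2 and 3 alone Gapdh had −0.0590 and Ctnnb1 −0.18. The cause of these changes was not tested. Beyond the calls named in the text, the replicate block changed no call of a list or of a named gene, and 100 of the 102 genes were called with it. Signal over background limits folds: 10 genes that fell were not detected on any array labelled 4T1-MMP3lo, and 4 that rose on none of 4T1-SC. Without the arrays of replicate 1 the groups hold 2 arrays each.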

Differences from the paper's values

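Past the thresholds the paper states, more than 2-fold at P < 0.01, the paper's count is 58 genes and the count here is 253. With no background correction it is 64 and with the authors' normalized table 74, both within the paper's by the rule used here (a factor of 1.5); the counts of the other alternatives set before the data were examined are not. The paper's text does not name the values, the filter or the gene-level rule behind its count.

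Of the 50 genes of Table S1 measured here, 24 log2 folds lay within their replicate SD of the paper's and 26 did not, whatever the ratio of the folds. With no background correction 5 differed and with the authors' normalized table 8. Folds are signed, negative where lower in 4T1-MMP3lo. None of the alternatives set before the data were examined comes within the paper's value for Itgb6 (the paper's fold −3.45, here −8.40), Plscr4 (the paper's 2.01, here 5.33), Bmp7 (the paper's 2.36, here 4.88), Ybx3 (the paper's 2.52, here 1.38) or Olfm1 (the paper's 2.85, here 7.84). Ybx3 is the gene of Table S1 not past the thresholds here, and no alternative set before the data were examined puts it past both, its largest fold being 1.65 without 4T1-SC replicate 1.

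Within the paper's value with no background correction and with the authors' normalized table, and with no other alternative, are Ap1m2 (the paper's fold −3.08, here −6.64), Rhox5 (the paper's −2.48, here −6.72), Nox4 (the paper's −2.19, here −6.42), Chst7 (the paper's −2.07, here −5.62), Mrgprb2 (the paper's −2.05, here −4.95), S100a4 (the paper's 2.02, here 3.62), Aqp1 (the paper's 2.20, here 6.66), Cd74 (the paper's 2.28, here 3.21), Amigo2 (the paper's 2.53, here 3.23), Plekho2 (the paper's 2.78, here 4.47) and Ccl5 (the paper's 2.80, here 4.01). Within it under those settings and the mean of all probes are Las1l (the paper's −2.49, here −4.04) and Dab2 (the paper's 2.79, here 3.97), and under those settings and an offset of 50 Eno2 (the paper's 2.21, here 3.82). Within it with no background correction and the mean of all probes, but not with the authors' table, are Sema7a (the paper's 2.27, here 5.41) and Gpnmb (the paper's 3.26, here 7.92). Gchfr (the paper's 2.36, here 4.63) comes within it with no background correction alone.

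Glipr2 (the paper's 2.15, here 3.07) comes within the paper's value with no background correction, the authors' table, the mean of all probes, and without 4T1-SC replicate 2, 4T1-SC replicate 3 or 4T1-MMP3lo replicate 2. Bnc1 (the paper's −2.37, here −3.17) does so with no background correction, the authors' table, an offset of 50, the median shift, and without 4T1-SC replicate 2. Krt17 (the paper's 2.57, here 5.17) does so with no background correction, the authors' table, an offset of 50, and without 4T1-SC replicate 2, 4T1-SC replicate 3 or 4T1-MMP3lo replicate 1. Maged2 (the paper's 2.72, here 3.76) does so with no background correction, the authors' table, an offset of 50, array weights, and without 4T1-SC replicate 1, 4T1-SC replicate 2, 4T1-MMP3lo replicate 2 or 4T1-MMP3lo replicate 3. For Nox4 and Chst7, which were not detected on any array labelled 4T1-MMP3lo, the bounds are at least 4.99-fold and at least 4.69-fold lower with the background correction used here.

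The paper describes the 4T1-MMP3lo cells as having less MMP3, by qPCR and ELISA in Fig. 6B. On the arrays labelled 4T1-MMP3lo the log2 fold change of Mmp3 was −0.05 (adjusted p = 0.99 from limma).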

Other observations

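Genes that guard against oxidative stress were higher as a list in the arrays labelled 4T1-MMP3lo, whose Mmp3 was not lower (23 of 25 measured, median log2 fold change 0.241, adjusted p = 0.0133 from camera; adjusted p = 0.393 with an estimated correlation; 0.111 without 4T1-SC replicate 1), although the median was 0.101 without 4T1-MMP3lo replicate 2 and 0.107 with no background correction. Of these, Nqo1, a quinone reductase and target of NRF2, rose by 1.43 (standard error 0.21, n = 3 cultures per group, adjusted p = 0.0244 from limma), and 5 rose when adjusted over the list alone. With the replicate block Gstt1, Gstm1 and Mt2, chosen after their values were seen, also passed (log2 fold changes 1.95, 1.30 and 0.96, adjusted p = 0.0265, 0.0376 and 0.0444). Genes of hypoxia and glycolysis had a median of 0.105 (23 of 28 measured, adjusted p = 0.0411 from camera; adjusted p = 0.969 with an estimated correlation). Among them Adm, the hypoxia-inducible peptide adrenomedullin, detected on 2 of the 3 arrays of 4T1-SC, rose by 1.30 (standard error 0.23, adjusted p = 0.0466), and 2 rose over the list alone. With the block the carbonic anhydrase Car9, chosen after its value was seen, also passed (log2 fold change 1.68, adjusted p = 0.0285). That list was not called without 4T1-SC replicate 1 (adjusted p = 0.844), 4T1-MMP3lo replicate 2 (0.145) or 4T1-MMP3lo replicate 3 (0.0618), nor with the median shift (0.114), no detection filter (0.0628), array weights (0.458) or replicates 2 and 3 alone (0.522). The median fold change was 0.0547 without 4T1-SC replicate 1 and from 0.0547 to 0.296 leaving out 1 array. By array, the list's median was −0.571 in 4T1-SC replicate 1 and 0.0518 or more in the other 4T1-SC arrays. None of 32 cell cycle genes passed either test (adjusted p = 0.775 from camera), with log2 fold changes of −0.53 for Ccne1 and 0.47 for Cdc6 (standard errors 0.24 and 0.33). Leaving out 1 array, these ran from −0.69 to −0.35 and from 0.22 to 0.80. None of 19 genes of apoptosis passed either test (adjusted p = 0.913), with 0.66 for Cflar and 0.57 for Bbc3, whose probes ran from −0.23 to 0.57 (standard errors 0.28 and 0.24). None of 10 genes of coagulation passed either test without the block (adjusted p = 0.775, with a median of −0.0182 and a mean of 0.0768). Plat, a plasminogen activator, had 1.47 (standard error 0.45, adjusted p = 0.217 from limma, or 0.034 with the replicate block), and Serpinb2, detected on no array labelled 4T1-MMP3lo, differed by −2.20, −0.24 and −0.36 in the pairs of replicates 1, 2 and 3 (adjusted p = 0.504).

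Markers of other cell types were too few among the measured genes for a list test, and 0 of the 8 markers of leukocytes, fibroblasts and endothelial cells passed limma's test, with 1 higher at an unadjusted p under 0.05. These were 4 of 17 markers of leukocytes, 2 of 13 of fibroblasts, of which 1 rose over the list alone, and 2 of 12 of endothelial cells. Of 16 markers of basal and squamous cells 4 were measured and 1 fell, also over the list alone. It was Sfn, the epithelial 14-3-3 sigma protein, chosen after its value was seen, which fell by 2.06 on the log2 scale (standard error 0.17, adjusted p = 0.00856 from limma). With no detection filter the 16 markers had an adjusted p of 0.00935 from camera (median −0.0883), which rests mostly on probes not past the filter and was not run with an estimated correlation.

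Of 11 genes taken from the paper because it measures them in 4T1 cells or cites them for a mechanism, 9 were measured. Mmp9, whose activity the paper measured by zymography, had a log2 fold change of −1.19 in the arrays labelled 4T1-MMP3lo (standard error 0.78, adjusted p = 0.613 from limma, or 0.029 with the replicate block), which ran from −2.0 to −0.46 leaving out 1 array. The metalloproteinase inhibitor Reck had 0.47 (standard error 0.29), which ran from 0.29 to 0.75 leaving out 1 array. H2-K1, the gene of H-2K, had −0.61 (standard error 0.45, adjusted p = 0.659), with a probe at 0.02 and a range of −1.17 to −0.31 leaving out 1 array, beside the paper's flow cytometry of H-2Kd. Irf8 had 0.47 (standard error 0.26, adjusted p = 0.536; 0.22 to 0.69 leaving out 1 array), and Cdh1, E-cadherin, had −0.72 (standard error 0.27, adjusted p = 0.325). Rac1, Ctnnb1, Actb and Gapdh had 0.11, 0.00, 0.18 and 0.04 (standard errors 0.20, 0.28, 0.19 and 0.18), with signs that turn under the settings given for them. Spi1, the gene of PU.1, and Mmp2 had no probe past the detection filter.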
